# *Bmi1*^+^ cardiac progenitor cells contribute to myocardial repair following acute injury

**DOI:** 10.1186/s13287-016-0355-7

**Published:** 2016-07-30

**Authors:** Iñigo Valiente-Alandi, Carmen Albo-Castellanos, Diego Herrero, Iria Sanchez, Antonio Bernad

**Keywords:** Myocardial infarction, Stem cells, Bmi1, Cardiac progenitor cells

## Abstract

**Background:**

The inability of the adult mammalian heart to replace cells lost after severe cardiac injury compromises organ function. Although the heart is one of the least regenerative organs in the body, evidence accumulated in recent decades indicates a certain degree of renewal after injury. We have evaluated the role of cardiac *Bmi1*^*+*^ progenitor cells (*Bmi1*-CPC) following acute myocardial infarction (AMI).

**Methods:**

*Bmi1*^Cre/+^;*Rosa26*^YFP/+^ (*Bmi1*-YFP) mice were used for lineage tracing strategy. After tamoxifen (TM) induction, yellow fluorescent protein (YFP) is expressed under the control of *Rosa26* regulatory sequences in *Bmi1*^*+*^ cells. YFP^+^ cells were tracked following myocardial infarction. Additionally, whole transcriptome analysis of isolated YFP^+^ cells was performed in unchallenged hearts and after myocardial infarction.

**Results:**

Deep-sequencing analysis of *Bmi1*-CPC from unchallenged hearts suggests that this population expresses high levels of pluripotency markers. Conversely, transcriptome evaluation of *Bmi1*-CPC following AMI shows a rich representation of genes related to cell proliferation, movement, and cell cycle. Lineage-tracing studies after cardiac infarction show that the progeny of *Bmi1*-expressing cells contribute to de novo cardiomyocytes (CM) (13.8 ± 5 % new YFP^+^ CM compared to 4.7 ± 0.9 % in age-paired non-infarcted hearts). However, apical resection of TM-induced day 1 *Bmi1*-YFP pups indicated a very minor contribution of *Bmi1*-derived cells to de novo CM.

**Conclusions:**

Cardiac *Bmi1* progenitor cells respond to cardiac injury, contributing to the generation of de novo CM in the adult mouse heart.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13287-016-0355-7) contains supplementary material, which is available to authorized users.

## Background

Myocardial infarction leads to an irreversible loss of cardiac myocytes, which compromises cardiac function. Although adult mammals are believed to have a very limited capacity to replace cardiomyocytes (CM), the traditional view of a terminally differentiated organ has recently been challenged by evidence of low intrinsic CM turnover in the adult mouse [1] and human hearts [2]. Estimated rates of CM turnover nonetheless vary greatly [3], and the underlying mechanisms [1, 4] and the origin of new cells contributing to adult cardiomyocyte turnover after injury remain unclear [5]. The main concepts to explain heart turnover are based on proliferation of CM [6–8] or the potential of cardiac progenitor cells (CPC) that are defined primarily by surface markers such as c-KIT [9] or SCA-1 (also known as Ly6a) [10, 11]. The diversity of findings for these populations and the absence of specific, definite markers to identify CPC have given rise to notable controversy.

*Bmi1*, a member of the Polycomb repressive complex 1 (PRC1), has a central role during self-renewal and maintenance of several adult stem cell compartments [12–14]. High *Bmi1* expression defines a population of adult resident cardiac progenitor cells (*Bmi1*-CPC) that are able to generate de novo CM during homeostasis in the adult heart [15]. Here we show that *Bmi1*-CPC have a stemness genetic profile, are activated, and contribute to de novo CM after acute myocardial infarction (AMI).

## Methods

### Bmi1IRESCreER mice and tamoxifen administration

Males and female double heterozygous *Bmi1*^CreER/+^;*Rosa26*^YFP/+^ (*Bmi1*-YFP) mice, generated by crossing the *Bmi1*^CreER/+^ strain with *Rosa26*^YFP/+^ reporter mice, received intraperitoneal (i.p.) tamoxifen (TM) injections (Sigma) between postnatal days 30 (P30) and P60. For neonatal studies, pregnant *Bmi1*^CreER/CreER^ x *Rosa26*^YFP/YFP^ mothers were TM-induced at 17.5 and 18.5 days postcoitum. TM was dissolved in corn oil (Sigma; final concentration 20 mg/ml), and mice received TM every 24 h on three consecutive days (9 mg/40 g body weight; each day). The ethics committees of the Spanish Cardiovascular Research Center (CNIC) and the Spanish National Center for Biotechnology (CNB) approved the animal studies.

### Immunodetection analysis

Heart immunohistochemistry was performed as described [6]. Specific yellow fluorescent protein (YFP) detection with anti-green fluorescent protein (GFP) antibody was confirmed by immunofluorescence analysis of two control conditions (heart sections from TM-injected *Rosa26*^YFP/+^ and non-injected *Bmi1*-YFP mice (*Bmi1*-YFP^NI^)); no signal was observed in either [15]. For immunodetection, sections were fixed in 2 % paraformaldehyde (PFA) and rinsed in PHEM buffer (25 mM Hepes, 10 mM EGTA, 60 mM PIPES, 2 mM MgCl_2_; all from Sigma). Slides were rinsed in blocking buffer (0.5 % porcine skin gelatin, 0.1 % bovine serum albumin (BSA); Sigma) and incubated in 150 mM glycine (Merck; 10 min at room temperature (RT)), then with sodium borohydride (Sigma; 10 min), and finally in phosphate-buffered saline (PBS) containing 0.1 % Triton X-100 (Sigma). Preparations were incubated with primary antibody (see Additional file 1: Table S1) for 1 h at RT, washed, and incubated with the appropriate secondary antibody (1 h). Slides were incubated with Sytox Green and mounted in ProLong antifade reagent (both from Invitrogen). Images were captured with a Leica SP5, Zeiss LSM 700, or LSM 780 coupled to a two-photon Spectra-Physics Mai.Tai laser scanning confocal microscope, and were assembled with ImageJ (NIH). Processing, which included pseudo-color assignment and brightness changes, was applied uniformly across the entire image and used exclusively to equalize the appearance of multiple panels in a single figure.

### Cell isolation and flow cytometry

*Bmi1*-YFP hearts were perfused with PBS to remove blood cells and processed by digestion with 0.1 % collagenase IV (Sigma) and 10 μg/ml DNAse (Roche) (40 min, 37 °C). The resulting single cell suspension was passed through a 40-μm filter to remove debris. YFP^+^ cells were separated from the total heart mass on a BD FacsAria II cell sorter fitted with a 488 nm laser to excite YFP (collected in the 525/50 channel). To discriminate YFP^+^ from autoflorescent cells, a 488 nm laser was used to excite cells, followed by collection in the 585 channel (phycoerythrin). These peak emission wavelengths are far enough apart so that each signal can be detected by a separate detector.

For the *Sca-1* population, the CD45^+^ fraction was removed by discarding CD45^+^ cells using 405-conjugated rat anti-CD45 (1:100) and selecting for SCA-1 with APC-rat anti-SCA-1/Ly6a (1:100; both from BD Pharmingen). Data were analyzed using Facs DIVA Software.

### Isolation of adult mouse cardiomyocytes

Adult mouse CM were isolated from failing hearts of TM-induced adult *Bmi1*-YFP mice. The heart was rapidly removed and retrograde perfused under constant pressure (60 mmHg; 37 °C, 8 min) in Ca^2+^-free buffer (113 M NaCl, 4.7 mM KCl, 1.2 mM MgSO_4_, 5.5 mM glucose, 0.6 mM KH_2_PO_4_, 0.6 mM Na_2_HPO_4_, 12 mM NaHCO_3_, 10 mM KHCO_3_, 10 mM Hepes, 10 mM 2,3-butanedione monoxime, 30 mM taurine). Digestion was initiated by adding Liberase Blendzyme recombinant enzyme mix (0.2 mg/ml; Roche), trypsin (0.14 mg/ml; Invitrogen), and CaCl_2_ (12.5 μM) to the perfusion solution. When the heart became swollen and soft (10 min digestion) it was removed and gently teased into small pieces with fine forceps in the same enzyme solution. Heart tissue was further dissociated using a graded series of plastic transfer pipettes (2-, 1.5-, and 1-mm diameters openings) until all large pieces of heart tissue were dispersed in a cell suspension. Digestion buffer was neutralized with stopping buffer (10 % fetal bovine serum (FBS), 12.5 μM CaCl_2_). CM were pelleted by gravity (20 min), the supernatant aspirated, and CM resuspended in perfusion solution with 5 % FBS and 12.5 μM CaCl_2_. The calcium content was increased by gradual CaCl_2_ addition (62 μM to 1 mM). CM were pelleted by gravity (15–20 min) and, in culture dishes pre-coated with 0.5 g/ml mouse laminin (BD Biosciences) in PBS (1–2 h, RT), CM were plated in plating medium (Medium 199 Hank’s (Invitrogen), 0.25 % BSA (Sigma), 22 mM NaHCO_3_, 0.05 % FBS (Sigma), 0.001 % ITS Supplement (Gibco), 10 mM 2,3-butanedione monoxime, 25 μM blebbistatin (Sigma)) (2 h); CM were fixed with 2 % PFA and used for immunocytochemistry. In Fig. 4d and e, CM were plated, fixed and stained for SαA, GFP, and DAPI. The number of YFP^+^ CM and nuclei were assessed on duplicated microscope cover glasses (12 mm. diameter). At least 200 CM per cover glass were counted.

### In vivo proliferation analysis

EdU (5-ethynyl-2'-deoxyuridine; Sigma) was dissolved in 0.9 % NaCl solution and stored at 10 mg/ml. For proliferation experiments, mice received EdU (10 μg/g, i.p., once daily, 14 consecutive days). For the homeostatic group the pulse started on day 6 post-TM induction, and for the AMI group the pulse was given the day after AMI (day 6 post-TM induction).

After heart digestion (see above) YFP^+^ cells were sorted. For EdU staining, the Click-iT Plus EdU Alexa Fluor 647 Flow Cytometry reaction (Life Technologies) was used according to the manufacturer's instructions. Cell cycle was analyzed by flow cytometry with propidium iodide.

### RNA isolation and RNAseq analysis

RNA was extracted from hearts of 8-week-old TM-induced *Bmi1*-YFP mice. In the homeostatic study at 5 days post-TM induction RNA was extracted from 4 × 10^5^ sorted *Bmi1*-CPC (YFP^+^) and *Sca-1*-YFP^–^ cells from four replicates each (6 mice/replicate). Under injury conditions AMI was performed 5 days post-TM induction, and 5 days post-AMI RNA was extracted from 4 × 10^5^ sorted *Bmi1*-CPC (YFP^+^) cells from four replicates (2–3 mice/replicate).

Total RNA was isolated with the Arcturus PicoPure kit (Applied Biosystems). cDNA was amplified from total RNA (10–25 ng) using the Ovation RNA-seq System v2 (NuGEN Technologies). Amplified cDNA (1 μg) was sonicated to an average size of 200–300 bp and used with the TruSeq DNA Sample Preparation v2 Kit (Illumina) to generate index-tagged sequencing libraries. Library quality and size distribution were determined with the Agilent Bioanalyzer DNA-1000 Kit (Agilent Technologies) and quantified with the Nanoquant spectrophotometer (Tecan). Libraries were applied to an Illumina flow cell for cluster generation (True Seq SR Cluster Kit V2 cBot). Single reads of 75 bases were generated on the Genome Analyzer IIx using the TruSeq SBS Kit v5 (Illumina) following standard sequencing protocol. Ingenuity Pathway Analysis (IPA) software was used to integrate RNAseq analysis data to define plausible signaling cascades by autogenerating regulatory networks. Gene Ontology (GO) heat maps included significant term analysis (adjusted *P* value <0.05) of genes differentially expressed in *Bmi1*-CPC versus *Sca-1*-YFP^–^ cardiac compartments. GO analysis of significantly over- and under-represented terms was conducted with FatiGO (www.babelomics.org). Heat maps in Fig. 3d were obtained with Genesis software.

### Histology (hematoxylin/eosin staining)

Neonatal hearts from *Bmi1*-YFP mice at 1, 7, and 21 days post-resection (dpr) were rinsed with PBS, embedded directly in OCT (Tissue Tek), and stored at –80 °C. Cryosections (8 μm) were hematoxylin/eosin-stained following standard procedures.

### Cardiac injury models in neonatal and adult mice

The left ventricular apex was resected in neonatal hearts from P1 *Bmi1*-YFP mice. Neonates were anesthetized by cooling on an ice bed (4 min). Lateral thoracotomy at the fourth intercostal space was performed by blunt dissection of the intercostal muscles following skin incision. To separate the ribs we used 1-mm wide retractors (FST) to expose the heart. Iridectomy scissors were used to resect the P1 heart apex to expose the left ventricular chamber. Thoracic wall incisions were sutured with 7-0 non-absorbable silk suture, and the skin wound closed using skin adhesive (Vetbond, 3M). Sham-operated mice underwent the same procedure without apical resection. Neonates were then placed under a heat lamp and warmed for several minutes until recovery.

For AMI in adult hearts, mice were anesthetized with 4 % sevoflurane, intubated, and ventilated with a 50 % air:oxygen mixture using a positive-pressure respirator (Minivent 845, Harvard; 160 strokes/min, 250 μl tidal volume). A left thoracotomy was performed via the fourth intercostal space and the lungs retracted to expose the heart. After opening the pericardium, the left anterior descending coronary artery was ligated with 7-0 silk suture approximately 2 mm below the edge of the left atrial appendage. Ligation was considered successful when the anterior wall of the left ventricle turned pale. The lungs were inflated by increasing positive end-expiratory pressure and the thoracotomy site closed in layers with 6-0 suture. Animals were maintained on a 37 °C heating pad until recovery and for 2 h after surgery. Another group of mice underwent sham ligation, with a similar surgical procedure without tightening the suture around the coronary artery.

### Statistical analysis

Statistical analysis was performed with GraphPad Prism 5.0. Significance between groups was evaluated in all experiments as detailed for each figure. A value of *P* < 0.05 was considered significant. All replicates considered are biological replicates. *P* values were calculated by unpaired Student’s *t* test with Welch’s correction. Data are shown as mean ± SEM.

## Results

### Transcriptome study of *Bmi1*-CPC isolated from unchallenged hearts shows enrichment in stemness-related genes

We previously reported that non-myocyte *Bmi1*-CPC contribute to homeostatic cardiomyocyte turnover in the adult murine heart [15]. Following TM induction of healthy *Bmi1*^CreER/+^;*Rosa26*^YFP/+^ mice (*Bmi1*-YFP), flow cytometry of non-cardiomyocyte heart cells identified a YFP-expressing population (2.7 ± 0.2 % cells/heart) 5 days post-TM induction that represents a small subset (5.4 ± 0.4 %) of the SCA-1^+^ cardiac population [15]. Additionally, lineage tracing of *Bmi1*^+^-derived progeny up to 1 year after TM induction showed YFP^+^ CM (6.7 ± 1.3 %) in vivo.

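RNA-seq libraries were made from YFP+ *Bmi1*-CPC and from SCA-1+, YFP-negative cells (*Sca-1*-YFP-), with 4 libraries per population and the cells of 6 mice pooled in each. *Bmi1*-YFP mice received 3 injections of TM, each of 9 mg for 40 g of body weight, and hearts were taken 5 days after induction. The methods and the results of the paper give different ages for these mice. Hearts were perfused with PBS to clear the blood, digested with collagenase, filtered and sorted, and the methods describe the removal of CD45+ cells for the *Sca-1* population alone. The names of the *Bmi1*-CPC samples read as positive for both SCA-1 and YFP, whereas the methods describe a sort on YFP. RNA from 400000 sorted cells was amplified to cDNA and sequenced as single reads of 75 bases, from libraries that do not keep the strand. The deposited tables hold the authors' normalized values for 12528 genes, a signal close to reads scaled per library. Each value was a whole number of reads plus 0.5, multiplied by 1 factor per library, so that the reads behind it could be recovered. *Bmi1*-CPC libraries held 4063619 to 4993906 reads (median 4482779) and *Sca-1*-YFP- libraries 3397621 to 8031666 (median 4279200). The mitochondrial ribosomal RNA *mt-Rnr2* took 25.0% to 32.7% of the reads of *Bmi1*-CPC and 10.4% to 23.7% of those of *Sca-1*-YFP- cells. A count of 0 reads allowed a normalized value of up to 0.316 to 0.888, depending on the library (a floor of 3 reads per library, for counting error only). The populations were compared with limma on log2(value + 1), with a trend of the variance over mean expression, for the genes with a value above 1 in at least 4 of the 8 libraries. The tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Log2 fold changes are those of *Bmi1*-CPC over *Sca-1*-YFP- cells on the log2(value + 1) scale, which understates the change of genes with low values. Gene lists were set against all other tested genes with camera, at a preset correlation of 0.01 between genes and again with the correlation estimated from the libraries.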

To define the *Bmi1*-CPC genetic profile more precisely, we conducted a comparative RNAseq analysis of *Bmi1*-CPC (YFP^+^) and *Sca-1*^+^, YFP-negative reference (*Sca-1*-YFP^–^) cell populations sorted from hearts of 6- to 8-week-old *Bmi1*-YFP mice 5 days post-TM induction. Heat map analysis differentiated the two populations and defined precise profiles for each (Fig. 1a). 

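Genes of MHC class II and macrophage markers were among those that set *Bmi1*-CPC furthest apart, and *C3*, *Cd248* and *Sfrp1* were among those highest in *Sca-1*-YFP- cells relative to *Bmi1*-CPC. *Cd74*, the invariant chain of MHC class II, had a normalized value of 111 ± 23.8 in *Bmi1*-CPC and 2.30 ± 0.859 in *Sca-1*-YFP- cells (mean ± SD, n = 4 libraries each), a log2 fold change of 5.09. *H2-Aa*, an MHC class II chain, had 52.4 ± 5.61 and 1.48 ± 0.622 (log2 fold change 4.46). Of the 10 genes with the largest positive changes, *H2-Ab1* also belonged to MHC class II, *Lyz2*, *Mrc1*, *F13a1*, *Csf1r* and *C1qb* to the macrophage markers and *Mmrn1* to the lymphatic endothelial markers, beside the NADPH oxidase gene *Cybb*. *Lyz2*, which encodes lysozyme, had 105 ± 38.8 in *Bmi1*-CPC and 0 to 3 reads per library in *Sca-1*-YFP- cells, so that its fold depends on the pseudocount, and it shares sequence with the near-identical *Lyz1*. The complement gene *C3* had the highest level among the 10 genes with the largest negative changes, 628 ± 127 in *Bmi1*-CPC and 3593 ± 749 in *Sca-1*-YFP- cells (log2 fold change −2.51). *Cd248*, a surface protein of stromal cells, was lower at 42.4 ± 8.12 against 237 ± 30.3, as was the secreted Wnt antagonist *Sfrp1* at 67.0 ± 6.80 against 359 ± 35.9. The others of these 10 were *Efhd1*, *Pi16*, *Gpr133*, *Myoc*, *Gpr64*, *Efemp1* and *Emilin2*. All 20 genes had an adjusted p of 3.8e-04 or lower in limma. Over the 12450 tested genes, the correlation of log2(value + 1) was 0.960 to 0.979 between libraries of 1 population and 0.867 to 0.935 between libraries of different populations. The mean distance (1 minus the correlation) between populations exceeded that within them by 0.0661, and no other division of the 8 libraries into 4 and 4 exceeded 0.0216 (exact permutation test over 35 divisions, one-sided p = 0.0286, the smallest that 4 against 4 allow). Replicates of the same number appear paired, and only 8 divisions part all pairs; over these the highest other was 0.0164 and the call ended (exact permutation p = 0.125, the smallest that 8 divisions allow).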

Of a total of 37,686 transcripts processed, 4555 (12 %) were differentially expressed between the *Bmi1*-CPC and *Sca-1*-YFP^–^ populations (Fig. 1b). 

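*Bmi1* (ENSMUSG00000026739), the Polycomb gene whose allele drives the YFP label, was higher in *Bmi1*-CPC, with a normalized value of 48.7 ± 7.61 against 28.1 ± 4.84 in *Sca-1*-YFP- cells (mean ± SD, n = 4 each). This is a log2 fold change of 0.77 (standard error 0.15, adjusted p = 0.0014 from limma), for a gene that shares sequence with a near-identical pseudogene. *Ptprc*, which encodes the CD45 antigen removed from the *Sca-1* sort, had 17.4 ± 3.44 in *Bmi1*-CPC and 1.62 ± 0.560 in *Sca-1*-YFP- cells (log2 fold change 2.83, adjusted p = 3.4e-06 from limma). *Ly6a*, which encodes SCA-1 and is close in sequence to *Ly6c1*, had 809 ± 19.7 and 642 ± 116, and its log2 fold change of 0.35 did not pass the test (adjusted p = 0.067 from limma). It passed with the replicate number as a block in limma (adjusted p = 0.034), in DESeq2 (0.047) and without *Sca-1*-YFP- replicate 2 (log2 fold change 0.45, adjusted p = 0.013), with a range of 0.013 to 0.66 over its alternatives. Of the 12450 genes tested, 4286 (34.4%) differed at an adjusted p under 0.05 from limma, 2090 of them higher and 2196 lower in *Bmi1*-CPC. Among these, 1821 higher and 1928 lower genes had no overlap between the 4 libraries of each population. Over all 12450 tested genes 33.7% had no overlap, where chance gives 2.86%, a share that takes no account of pairing. More than 2-fold changes were found for 972 higher and 1049 lower genes. The authors' deposited table calls 5002 genes at the same threshold, 4200 of which were also called here. With reads scaled to library totals, which moved the median log2 fold change of all genes by −0.26, edgeR called 1328 genes higher and 3386 lower, so that 28.2% of the calls were higher in place of 48.8%. These totals include *mt-Rnr2*, whose share was 25.0% to 32.7% in *Bmi1*-CPC and 10.4% to 23.7% in *Sca-1*-YFP- cells. Scaling to totals makes the sums of the normalized values equal. These sums were 1044490 to 1204190 in *Bmi1*-CPC and 846643 to 1045110 in *Sca-1*-YFP- cells. Within each population, libraries with a larger share of *mt-Rnr2* also had a larger sum. The share of *mt-Rnr2* thus goes with the shift, and how much of the shift it makes was not computed. DESeq2 called 2110 higher and 2129 lower, and edgeR with upper-quartile scaling 2079 and 2199.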

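Genes of immune cells, of blood and lymphatic vessels and of heart muscle were higher in *Bmi1*-CPC than in *Sca-1*-YFP- cells, and fibroblast genes were lower. All 12 tested markers of leukocytes were higher, as were 12 of 13 markers of macrophages, all 5 of B cells and all 7 genes of MHC class II antigen presentation. The B cell genes *Bank1*, with 6.47 ± 1.35 against 0.243 ± 0.300 (mean ± SD, n = 4 each), and *Cd79a*, with 6.28 ± 2.17 against 0.184 ± 0.124, stayed at low values in both populations. All 19 endothelial markers were higher, among them *Erg*, a transcription factor of endothelial cells, at 247 ± 27.6 against 57.5 ± 17.1, and the receptor *Tie1* at 231 ± 14.9 against 77.6 ± 23.4. All 10 markers of heart capillaries were higher, including *Gpihbp1*, which anchors lipoprotein lipase, at 123 ± 24.2 against 31.8 ± 8.56. Of 7 lymphatic markers 6 were higher, such as *Lyve1* at 28.5 ± 6.34 against 1.56 ± 0.711, and *Pdpn*, which fibroblasts also express, was lower at 5.72 ± 1.11 against 27.4 ± 1.81. Pericyte and smooth muscle markers were higher for 13 of 16 genes and lower for 1, with *Kcnj8*, a potassium channel subunit of pericytes, at 54.8 ± 7.99 against 9.16 ± 4.13. Of 16 cardiomyocyte markers, 15 were higher and none was lower, among them the atrial natriuretic peptide *Nppa* at 83.2 ± 30.9 against 5.79 ± 2.64, cardiac troponin T (*Tnnt2*) at 138 ± 30.1 against 17.7 ± 5.42 and cardiac myosin *Myh6*, close in sequence to *Myh7*, at 122 ± 50.2 against 12.0 ± 4.60. Counts adjusted over the list alone were the same for each of these lists, with limma. By camera, the adjusted p was 3.8e-11 for the leukocyte, macrophage, endothelial and cardiomyocyte lists, and 5.2e-06 for B cells, 4.8e-08 for MHC class II, 1.5e-06 for capillaries, 2.7e-04 for lymphatic and 4.1e-06 for pericyte and smooth muscle markers. None of these calls held with an estimated correlation in camera (adjusted p = 0.083 for leukocytes, macrophages and MHC class II, 0.13 for B cells, 0.15 for lymphatic endothelium and cardiomyocytes, and 0.19 for the others, with an estimated correlation). 

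**Figure D1:**
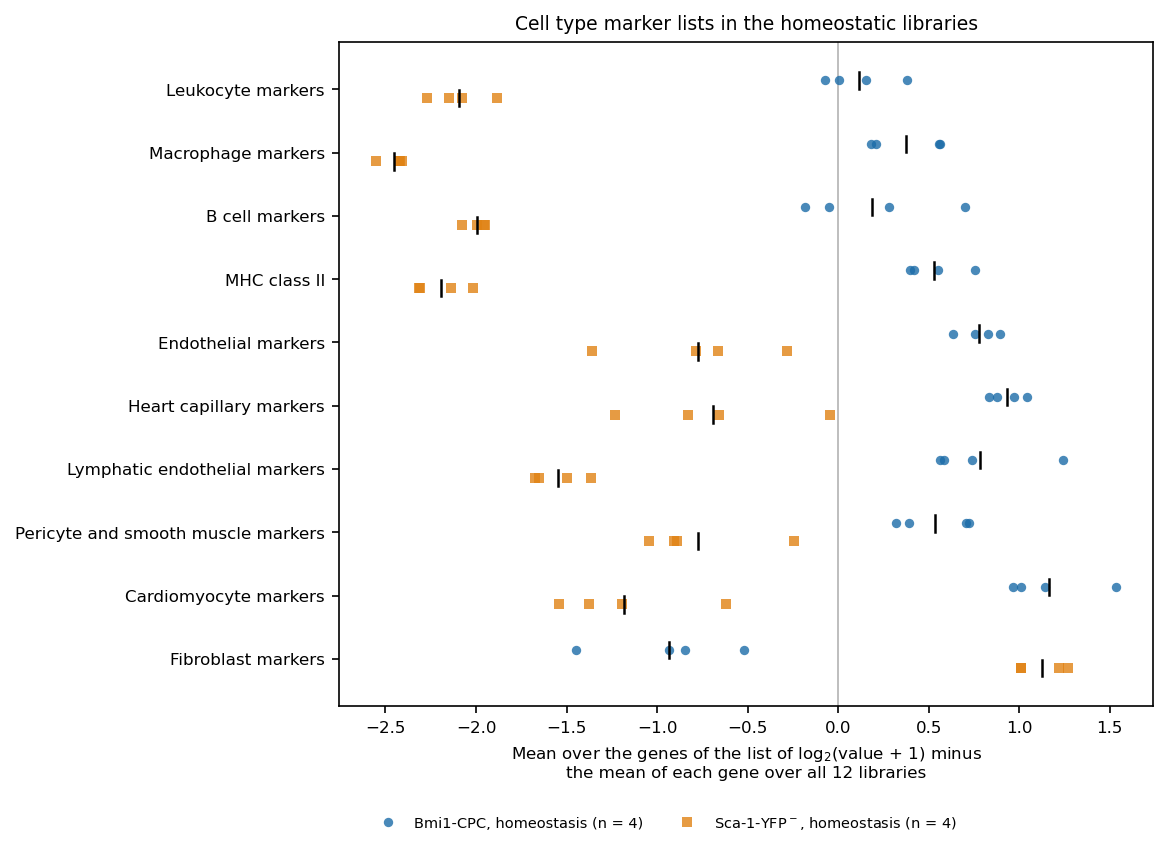
Each point is 1 library and gives the mean over the genes of a marker list of log2(value + 1) minus each gene's mean over all 12 libraries; black ticks are means of 4 libraries. Leukocyte markers lie between −0.08 and 0.38 in *Bmi1*-CPC and between −2.27 and −1.88 in *Sca-1*-YFP- cells, cardiomyocyte markers between 0.97 and 1.54 and between −1.54 and −0.62, and fibroblast markers between −1.45 and −0.52 and between 1.01 and 1.27.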

GO analysis showed high representation of genes related to immunity, circulation, and muscle contraction in the *Bmi1*-CPC (Fig. 1c). The *Bmi1*-CPC expression profile overlapped with other stem cell systems, including expression of critical embryonic and adult multipotent markers (*Pou5f1, Suz12, Dppa5*, *Prom1*) (Fig. 1d) which was not shared by the *Sca-1*-YFP^–^ cells. 

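The 4 named markers were all higher in *Bmi1*-CPC, and all 4 also had reads in every *Sca-1*-YFP- library. *Suz12* (ENSMUSG00000017548), a subunit of Polycomb repressive complex 2, had a normalized value of 60.3 ± 5.95 in *Bmi1*-CPC and 38.6 ± 5.54 in *Sca-1*-YFP- cells (mean ± SD, n = 4 each). *Pou5f1* (ENSMUSG00000024406), the pluripotency factor OCT4, had 9.16 ± 2.78 and 4.88 ± 0.415, from 21 to 52 and 18 to 46 reads per library. *Dppa5a* (ENSMUSG00000060461), a gene of early embryonic cells with near-identical copies elsewhere in the genome, had 4.52 ± 0.491 and 1.95 ± 0.360, from 14 to 21 and 6 to 17 reads. *Prom1* (ENSMUSG00000029086), which encodes CD133, had 6.88 ± 1.01 and 2.90 ± 2.64, and its libraries overlapped. Their log2 fold changes were 0.64 for *Suz12*, 0.75 for *Pou5f1*, 0.90 for *Dppa5a* and 1.22 for *Prom1* (standard errors 0.13, 0.22, 0.21 and 0.35; adjusted p = 0.0020, 0.016, 0.0041 and 0.017 from limma). Of 28 genes of the embryonic pluripotency network, only 7 are among the 12528 genes of the deposited tables, and these 7 were tested. *Nanog* and *Sox2* are among those without values, so most of the network could not be examined. Of the 7 tested, 5 were higher, with *Tbx3* (94.7 ± 14.3 against 32.1 ± 11.6) and *Nr5a2* (14.0 ± 3.19 against 4.85 ± 2.36) among them, and *Myc* was lower (31.9 ± 8.46 against 108 ± 16.2). The counts were the same when adjusted over the list alone, and the list as a whole did not pass (adjusted p = 0.097 by camera) but did with reads scaled to library totals (adjusted p = 0.034 by camera; range 0.034 to 0.15 at the preset correlation, and adjusted p = 0.45 with an estimated correlation). Of 26 tested markers of adult stem and progenitor cells, 18 were higher and 5 lower in limma (19 and 5 adjusted over the list alone), with an adjusted p of 2.7e-04 by camera and adjusted p = 0.22 with an estimated correlation. Among them the stem cell factor receptor *Kit* was higher at 60.3 ± 8.60 against 20.3 ± 7.17, and the intermediate filament gene *Nes* at 228 ± 57.7 against 63.9 ± 16.0. *Sox9* was lower at 14.5 ± 4.55 against 68.9 ± 16.7, as was *Aldh1a1* at 114 ± 32.1 against 338 ± 43.7. *Kdr* and *Tek* of this list are also on the endothelial list, and the capillary markers moved with it, with a median log2 fold change of 1.68. With library totals the call of *Pou5f1* ended (adjusted p = 0.066 in edgeR, range 0.0052 to 0.086 over its alternatives) and so did that of *Prom1* (0.053, range 2.3e-04 to 0.053). These totals include *mt-Rnr2*, whose share was larger in *Bmi1*-CPC. The call also ended without *Bmi1*-CPC replicate 4 for *Pou5f1* (log2 fold change 0.60, adjusted p = 0.058 in limma) and without *Sca-1*-YFP- replicate 4 for *Prom1* (0.96, adjusted p = 0.053).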

The Notch pathway, which is implicated in cardiac development, was upregulated in the *Bmi1*-CPC compartment (Fig. 1e). Additionally, IPA of upstream regulators in the *Bmi1*-CPC population predicted enrichment for functions related to stemness (*Sox2, Klf2*) and cardiac development (*Srf, Myocd*, *Tbx5*) (Fig. 1f). Conversely, the main upstream regulators predicted by IPA in the *Sca-1*-YFP^–^ population were growth factors (Fig. 1g). These findings suggest that *Bmi1*-CPC have the potential to contribute to cardiac fate while remaining competent for self-maintenance.

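Members of the Notch pathway differed in both directions. The endothelial receptor *Notch4* was higher in *Bmi1*-CPC, with a normalized value of 111 ± 4.52 against 40.7 ± 2.45 in *Sca-1*-YFP- cells (mean ± SD, n = 4 each), a log2 fold change of 1.42 (standard error 0.10, adjusted p = 2.0e-06 from limma). The Notch target *Hey1* was higher at 115 ± 2.99 against 41.4 ± 13.7, and the ligand *Jag2* at 45.8 ± 3.56 against 14.7 ± 4.78. The ligand *Dll1* was higher at 8.17 ± 2.41 against 3.24 ± 1.91 (log2 fold change 1.19, adjusted p = 0.016 from limma). The receptor *Notch2* was lower, at 89.5 ± 5.85 against 255 ± 41.8 (log2 fold change −1.49, adjusted p = 5.7e-06 from limma). Of 31 tested receptors, ligands, modifiers, proteases and targets, 12 were higher and 8 lower (the same counts adjusted over the list alone). The list as a whole had a median log2 fold change of 0.05 and did not pass (adjusted p = 0.44 by camera), and its median was −0.19 with reads scaled to library totals. Of the genes drawn in Fig. 1e, all 14 drawn as higher and all 4 drawn as lower passed the limma test in that direction. The figure colours genes as significant in these same libraries, so this tally is no independent test. The endothelial markers, none of which is on the Notch list, had a median log2 fold change of 1.602 in the same libraries.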

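Of the 5 regulators named, the mRNA of *Klf2* and *Myocd* was higher in *Bmi1*-CPC, that of *Srf* and *Tbx5* did not pass the test, and *Sox2* was not analysed here. The paper names them as predictions of IPA, which were not computed here. The mRNA level of a regulator is a different measure and does not test such a prediction. *Klf2* (ENSMUSG00000055148), a Krüppel-like factor of endothelial and stem cells, had a normalized value of 122 ± 38.6 against 74.3 ± 26.6 in *Sca-1*-YFP- cells (mean ± SD, n = 4 each, with overlap), a log2 fold change of 0.72 (adjusted p = 0.032 from limma). *Myocd* (ENSMUSG00000020542), the SRF cofactor of cardiac and smooth muscle, had 4.72 ± 0.539 against 1.06 ± 1.16, a log2 fold change of 1.61 (adjusted p = 0.0016 from limma). *Srf* itself had 31.9 ± 3.81 and 26.5 ± 5.74 (log2 fold change 0.28, adjusted p = 0.23 from limma), and *Tbx5*, a T-box factor of heart development, 4.06 ± 2.63 and 6.01 ± 1.48 (−0.61, adjusted p = 0.21). Of 15 tested contractile targets of SRF and myocardin, 10 were higher and 2 lower in limma (11 and 2 adjusted over the list alone), with a median of 0.72 and an adjusted p of 0.0012 by camera, and adjusted p = 0.32 with an estimated correlation. They included cardiac actin *Actc1*, at 202 ± 35.0 against 26.4 ± 16.0, and the myosin light chain kinase *Mylk*, at 86.2 ± 12.99 against 25.8 ± 11.2. *Sca-1*-YFP- replicate 2 stood apart with higher values of *Myocd* and of these targets than the other 3 *Sca-1*-YFP- libraries. *Actc1* is also a cardiomyocyte marker, and the cardiomyocyte list had a median of 2.49 in these libraries. Among 17 transcription factors of heart development, 6 were higher and 5 lower in limma (6 and 6 adjusted over the list alone). *Gata4* (25.4 ± 2.25 against 72.9 ± 9.64), *Gata6* (15.0 ± 0.625 against 36.8 ± 4.56) and *Tbx20* (136 ± 44.4 against 435 ± 88.8) were lower. The median of this list was 0.28, its mean was −0.02, and camera gave no call (adjusted p = 0.92, direction down). The call of *Klf2* ended with library totals, which include *mt-Rnr2* (adjusted p = 0.087 in edgeR). It also ended without *Bmi1*-CPC replicate 1 or 2 or *Sca-1*-YFP- replicate 1, 3 or 4 (0.054, 0.095, 0.093, 0.092 and 0.067 in limma, range 3.9e-04 to 0.095). *Tbx5* passed without *Bmi1*-CPC replicate 1 (log2 fold change −0.91, adjusted p = 0.041 in limma; range 0.041 to 0.54).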

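More genes for growth factors had higher values in *Sca-1*-YFP- cells than in *Bmi1*-CPC. These are mRNA levels, a different measure from the growth factors that IPA predicted as regulators in the paper. *Angpt1*, the ligand of the endothelial receptor TIE2, had a normalized value of 37.6 ± 2.59 in *Sca-1*-YFP- cells and 10.7 ± 2.21 in *Bmi1*-CPC (mean ± SD, n = 4 each). *Tgfb3* was at 86.4 ± 8.57 against 36.8 ± 6.60, *Tgfb2* at 66.7 ± 11.0 against 26.8 ± 4.43, and the macrophage growth factor *Csf1* at 188 ± 16.6 against 94.0 ± 9.70. *Pdgfb*, a pericyte growth factor made by endothelial cells, went the other way, at 26.4 ± 8.02 in *Sca-1*-YFP- cells and 84.8 ± 12.6 in *Bmi1*-CPC. *Tgfb1* was also higher in *Bmi1*-CPC (log2 fold change 0.54, adjusted p = 0.026 from limma), a call that ended under some settings (range 0.016 to 0.23 over its alternatives). The log2 fold changes of *Bmi1*-CPC over *Sca-1*-YFP- cells were −1.73 for *Angpt1*, −1.22 for *Tgfb3*, −1.28 for *Tgfb2*, −0.997 for *Csf1* and 1.68 for *Pdgfb*, each with an adjusted p of 4.2e-05 or lower from limma. Of 37 tested secreted growth factors, 23 were lower and 9 higher in *Bmi1*-CPC (24 and 9 adjusted over the list alone), with a median log2 fold change of −1.02 and an adjusted p of 0.0018 by camera, and adjusted p = 0.19 with an estimated correlation. Of 16 genes induced by TGF-β, 11 were lower and 2 higher in limma (11 and 3 adjusted over the list alone), with an adjusted p of 0.0012 by camera and adjusted p = 0.11 with an estimated correlation. All 16 markers of resting fibroblasts were lower in *Bmi1*-CPC as well, with a median log2 fold change of −2.03 (adjusted p = 1.2e-12 by camera, and adjusted p = 0.17 with an estimated correlation). Among them *Pdgfra*, a receptor for platelet-derived growth factors, had 1016 ± 99.4 in *Sca-1*-YFP- cells and 262 ± 25.7 in *Bmi1*-CPC. *Col1a1* is on both the fibroblast list and the list of genes induced by TGF-β.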

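Genes of cell division were higher in *Bmi1*-CPC than in *Sca-1*-YFP- cells, while most Polycomb genes did not differ by the test. *Mki67*, the proliferation antigen Ki-67, had a normalized value of 84.8 ± 6.71 against 34.5 ± 9.33, and topoisomerase *Top2a* 31.0 ± 5.19 against 12.4 ± 2.00 (mean ± SD, n = 4 each). Their log2 fold changes were 1.31 and 1.25 (adjusted p = 6.7e-05 and 8.1e-05 from limma). Of 24 genes of mitosis, 16 were higher and none was lower (17 adjusted over the list alone), with a median of 0.92 and an adjusted p of 5.1e-08 by camera, and adjusted p = 0.11 with an estimated correlation. Of 20 genes of DNA replication, 5 were higher and none was lower in limma, adjusted over all genes and over the list alone, with a median of 0.31 and an adjusted p of 0.016 by camera, and adjusted p = 0.33 with an estimated correlation. The leukocyte markers were higher in the same libraries, with a median of 2.38. *Cdkn1c*, which inhibits cyclin-dependent kinases, was higher at 63.9 ± 8.36 against 34.2 ± 10.4 (log2 fold change 0.92, adjusted p = 0.0023 from limma) and was the only one of 5 such inhibitors to pass. Of 18 genes of Polycomb repressive complex 1, 4 were higher, including *Phc2* at 28.2 ± 4.81 against 15.4 ± 1.75, and of 11 genes of complex 2, 3 were higher and 1 was lower in limma. Neither complex passed as a list (adjusted p = 0.91 and 0.27 by camera). From the stem cell markers, the Notch genes and the predicted regulators, the paper proposes that *Bmi1*-CPC can take part in cardiac fate and keep up their own population.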

**Fig. 1:**
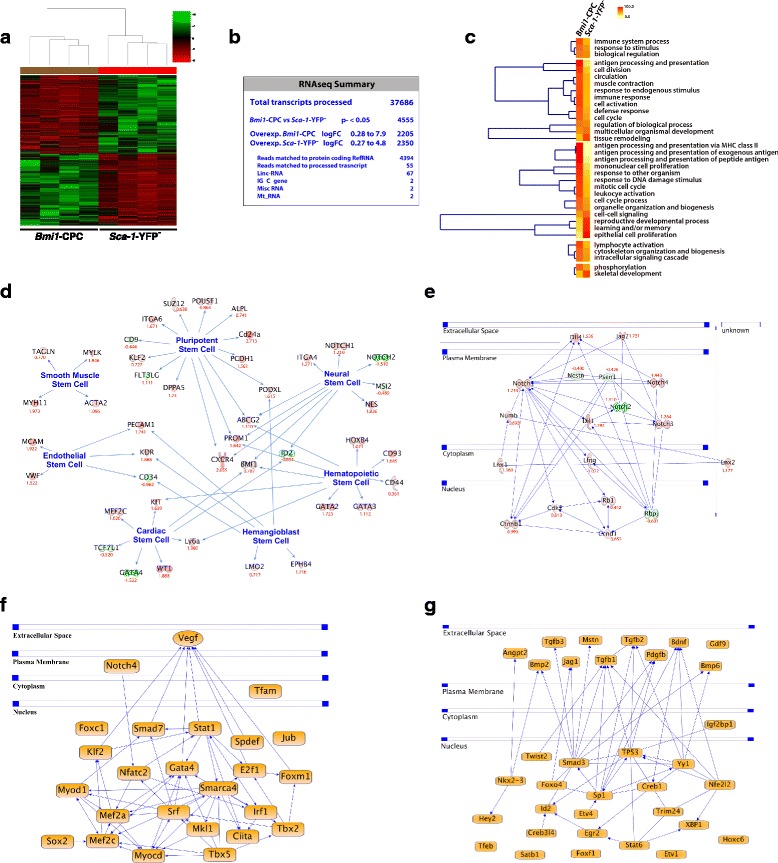
*Bmi1*-CPC have a stemness profile and upstream regulators related to cardiac development and pluripotency. **a** Heat map of matched samples (*n* = 4 replicates; 6 mice/replicate) in high-throughput RNAseq analysis of *Bmi1*-CPC and *Sca-1*-YFP^–^ cells. **b** RNAseq gene summary. **c** Gene Ontology (GO) heat map including significant terms analysis (adjusted *P* < 0.05) of genes differentially expressed in *Bmi1*-CPC versus *Sca-1*-YFP^–^ compartments. GO analysis of significantly over- and under-represented terms with FatiGO. **d** Pluripotency pathway analysis. Comparative expression of stemness-related genes. *Red* indicates significant overexpression in *Bmi1*-CPC and *green* significant overexpression in *Sca-1*-YFP^–^ populations. Numbers in *red* represent logarithmic fold change (log FC). **e** IPA analysis of the Notch pathway in *Bmi1*-CPC versus *Sca-1*-YFP^–^ populations. *Red* indicates significant overexpression in *Bmi1*-CPC and *green* significant overexpression in *Sca-1*-YFP^–^ populations. Numbers in *red* represent log FC. **f** IPA prediction for main upstream regulators in the *Bmi1*-CPC population. **g** IPA prediction for main upstream regulators in the *Sca-1*-YFP^–^ population

### *Bmi1*-CPC are activated in response to acute myocardial infarction

To evaluate the *Bmi1*-CPC-mediated response after heart injury, we conducted lineage-tracing analysis in adult *Bmi1*-YFP mice (8–12 weeks old) that underwent AMI at 5 days post-TM induction. *Bmi1*-CPC-derived progeny (YFP^+^ cells) were traced after Cre-mediated recombination of the responder cassette in *Bmi1*-YFP mice (Fig. 2a). Five days after AMI, the number of YFP^+^ cells isolated from injured *Bmi1*-YFP mouse hearts was significantly larger (≈1.5-fold) than in healthy (homeostatic) littermates (Fig. 2b). This finding was supported by in vivo pulse-chase EdU labeling of YFP^+^ cells, which compared physiological and AMI conditions. The YFP^+^ population had a higher proliferation rate (≈2-fold) after AMI (Fig. 2c). Immunohistochemistry of heart sections at 15 days post-AMI detected YFP^+^ clusters in niche-like structures near and within the infarcted zone (Fig. 2d).

**Fig. 2:**
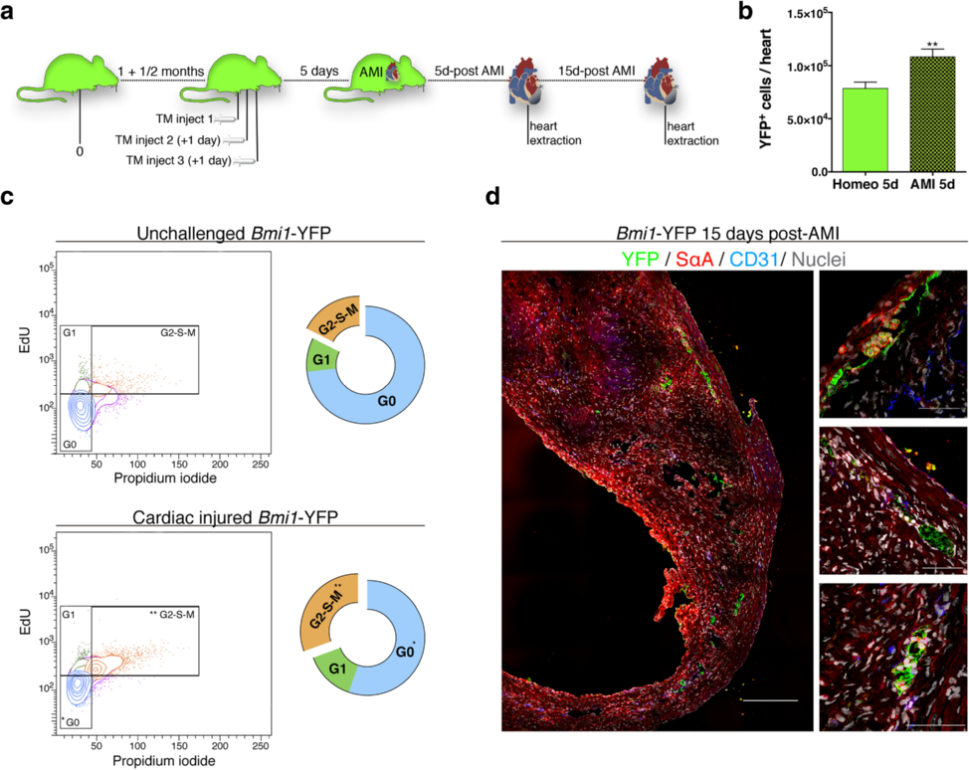
Activation of *Bmi1*-CPC after acute myocardial infarction. **a** Timeline for analysis of *Bmi1*-CPC cells and progeny. **b** Number of YFP^+^ cells obtained by FACS sorting 5 days post-acute myocardial infarction (*AMI*; *n* = 9) compared to the uninjured heart (homeostatic) condition (*n* = 15). **P < 0.01. Data shown as mean ± SEM. **c** Cell cycle study of freshly isolated YFP^+^ cells after EdU administration to *Bmi1*-YFP mice in physiological (homeostasis; *top*) and post-AMI conditions (*bottom*) (*n* = 4). *P < 0.05, **P < 0.01. **d** Partial transverse section of an injured *Bmi1*-YFP left ventricle 15 days post-AMI (*left*) and detailed YFP^+^ clusters located in the infarcted area (*right*). *Scale bars* = 200 μm (*left*), 50 μm (*right* panels)

### Cardiac injury induces an activated phenotype in *Bmi1*-CPC

To evaluate the changes in mRNA transcript levels in adult *Bmi1*-CPC after severe cardiac injury, we induced AMI in adult *Bmi1*-YFP mice (6 to 8 weeks old) 5 days post-TM induction. YFP^+^ cells were isolated from hearts at 5 days post-AMI and the transcriptome analyzed by RNAseq. In comparison with *Bmi1*-CPC isolated from control, non-infarcted *Bmi1*-YFP mice, the analysis showed differential expression of more than 5500 genes; heat map analysis neatly differentiated the two conditions (Fig. 3a). 

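The libraries after AMI came from YFP+ cells of 4 replicates, each pooled from 2 to 3 mice, and 400000 sorted cells went into each. They were compared with the 4 homeostatic *Bmi1*-CPC libraries that also served in the comparison with *Sca-1*-YFP- cells, whose pools held 6 mice. Hearts after AMI were taken 5 days after the infarction and thus 10 days post-TM, whereas the homeostatic hearts were taken 5 days post-TM, so that the time since TM differs between the groups together with the injury. No sham-operated mice are among the samples analysed here. The methods describe no removal of CD45+ cells for YFP+ cells. The deposited values have the same form as those of the homeostatic study, and the columns of the homeostatic *Bmi1*-CPC libraries are identical in both tables. The AMI libraries held 6784686 to 8078721 reads (median 7319110), and *mt-Rnr2* took 20.3% to 33.4% of them. Of the 12528 genes, 12486 had a value above 1 in at least 4 of the 8 libraries and were tested with limma, as in the homeostatic study. Log2 fold changes are those of *Bmi1*-CPC after AMI over homeostatic *Bmi1*-CPC on the log2(value + 1) scale.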

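The largest increases after AMI included genes of matrix and of antibodies, and the largest decreases included genes of the circadian clock. Periostin (*Postn*), a matrix protein of activated fibroblasts, had a normalized value of 5894 ± 1709 after AMI and 221 ± 64.4 in homeostasis (mean ± SD, n = 4 each). *Lox*, which crosslinks collagen, rose from 17.8 ± 4.74 to 735 ± 295, tenascin C (*Tnc*) from 16.9 ± 1.90 to 504 ± 181, and *Cthrc1*, a secreted collagen triple helix protein, from 1.06 ± 0.515 to 131 ± 45.0. *Igkc*, the constant region of the antibody κ chain, rose from 68.3 ± 66.1 to 1352 ± 749, and *Igj*, the chain that joins antibody units, from 4.46 ± 3.70 to 169 ± 94.4. The others among the 10 largest increases were *Igkv15-103*, *Igkv14-126*, *C1qtnf3* and *Gm20417*, whose homeostatic libraries held 296, 0, 0 and 19 reads and whose call ended in DESeq2 (adjusted p = 0.19; range 8.6e-06 to 0.19). All 6 tested B cell markers rose beside them, with a median log2 fold change of 1.34 (adjusted p = 0.0061 by camera, and adjusted p = 0.39 with an estimated correlation). The clock gene *Per2* fell from 109 ± 50.9 to 7.58 ± 2.27, and the clock-driven transcription factor *Hlf* from 107 ± 62.4 to 11.8 ± 4.78. *Timp4*, an inhibitor of matrix proteases that is also a capillary marker, fell from 122 ± 30.6 to 19.8 ± 7.81. The others among the 10 largest decreases were *Gm16898*, *Gm15725*, *Adh1*, *Zbtb16*, *Gm6395*, *Cyp26b1* and *Inmt*. Of the 12486 genes tested, 5421 (43.4%) changed at an adjusted p under 0.05 from limma, 2671 upwards and 2750 downwards. The 4 libraries of each condition did not overlap for 2299 of the former and 2348 of the latter, and 834 and 504 changed more than 2-fold. Of the 5683 genes called in the authors' deposited table at this threshold, 5196 were also called here. Correlations between libraries were 0.959 to 0.984 within a condition and 0.891 to 0.940 between conditions, a mean difference in distance of 0.0590 against at most 0.0162 for any other division (exact permutation test, one-sided p = 0.0286). With reads scaled to library totals, edgeR called 2775 genes higher and 1792 lower, so that 60.8% of the calls were upwards in place of 49.3%.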

IPA showed post-injury upregulation of genes related to cell growth and proliferation (1574 genes), cell death and survival (1533), cell movement (1001), and cell cycle (727) (Fig. 3b). This activation was accompanied by clear dysregulation of several multipotency markers such as *Dppa5* and *Pou5f1*, as well as genes related to muscle contractility and calcium management (*Pnpla2*, *Myh6*) (Fig. 3c). 

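Nearly all tested genes of mitosis rose after AMI, and genes of DNA replication rose in smaller number. Cyclin A2 (*Ccna2*) had a normalized value of 44.2 ± 15.0 after AMI and 10.6 ± 0.650 in homeostasis (mean ± SD, n = 4 each), and the mitotic kinesin *Kif11* 39.1 ± 9.86 and 11.3 ± 2.12. Their log2 fold changes were 1.91 and 1.69 (adjusted p = 1.6e-05 and 2.9e-05 from limma). Of 24 genes of mitosis, 23 rose and none fell, with a median log2 fold change of 1.42 (adjusted p = 1.4e-10 by camera, and adjusted p = 0.24 with an estimated correlation). Of 20 genes of DNA replication, 8 rose and none fell in limma, with a median of 0.36 (adjusted p = 0.0040 by camera, and adjusted p = 0.33 with an estimated correlation). Both counts were the same adjusted over the list alone. AMI replicate 2 stood apart with higher values of *Ccna2*, *Kif11* and the mitosis list than the other 3 AMI libraries. *Rrm2*, a subunit of ribonucleotide reductase, rose from 7.20 ± 1.27 to 16.5 ± 2.66, and thymidylate synthase (*Tyms*) from 18.6 ± 4.24 to 39.2 ± 4.74. Among 6 inhibitors of cyclin-dependent kinases, *Cdkn1c* fell from 63.9 to 28.4 ± 5.69, while *Cdkn2b* was among the 2 that rose, from 0.706 ± 0.484 to 2.74 ± 0.602 (log2 fold changes −1.16 and 1.16, adjusted p = 1.2e-04 and 0.0034 from limma). The leukocyte markers rose in the same libraries, with a median of 1.91. The categories and gene numbers of IPA were not computed here.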

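*Dppa5a* and *Pou5f1* were close to absent after AMI, and genes of heart muscle fell with them. *Dppa5a* had 14, 21, 16 and 21 reads in the homeostatic libraries and 0 in all 4 libraries after AMI, which makes it at least 10.4-fold lower (floor of 3 reads per library; adjusted p = 6.2e-06 from limma). *Pou5f1* had 21, 35, 41 and 52 reads in homeostasis and 3, 8, 0 and 5 after AMI, where its normalized value was 0.641 ± 0.471 (mean ± SD, n = 4; log2 fold change −2.64, standard error 0.27, adjusted p = 2.3e-05 from limma). Both genes share sequence with annotated copies or overlapping transcripts. *Pnpla2* (ENSMUSG00000025509), the lipase ATGL that starts the breakdown of stored triglyceride, fell from 65.2 ± 17.6 to 19.1 ± 4.21 (log2 fold change −1.71, adjusted p = 4.1e-05 from limma). *Myh6* (ENSMUSG00000040752), the α heavy chain of cardiac myosin, fell to 38.0 ± 11.8 (log2 fold change −1.64, adjusted p = 4.6e-04 from limma). Of 16 cardiomyocyte markers, 13 fell and none rose in limma (14 fell adjusted over the list alone), with a median of −1.09 (adjusted p = 3.0e-06 by camera, and adjusted p = 0.24 with an estimated correlation). Endothelial markers fell too, 14 of 19 with none rising (15 adjusted over the list alone), with a median of −0.61 (adjusted p = 2.9e-06 by camera, and adjusted p = 0.26 with an estimated correlation). Of 7 tested genes of the embryonic pluripotency network, 5 fell, and *Myc* rose to 78.7 ± 14.4, with the same counts adjusted over the list alone. That list had a median of −0.90 (adjusted p = 0.048 by camera, and adjusted p = 0.25 with an estimated correlation). Its call ended without homeostasis replicate 3 (adjusted p = 0.074 by camera) and without AMI replicate 1 or 4 (0.070 and 0.052; range 0.016 to 0.074 at the preset correlation). All 26 genes drawn as higher and all 33 drawn as lower in Fig. 3c passed the limma test in that direction. The panel shows changes found in these same libraries, so this tally is no independent test. 

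**Figure D2:**
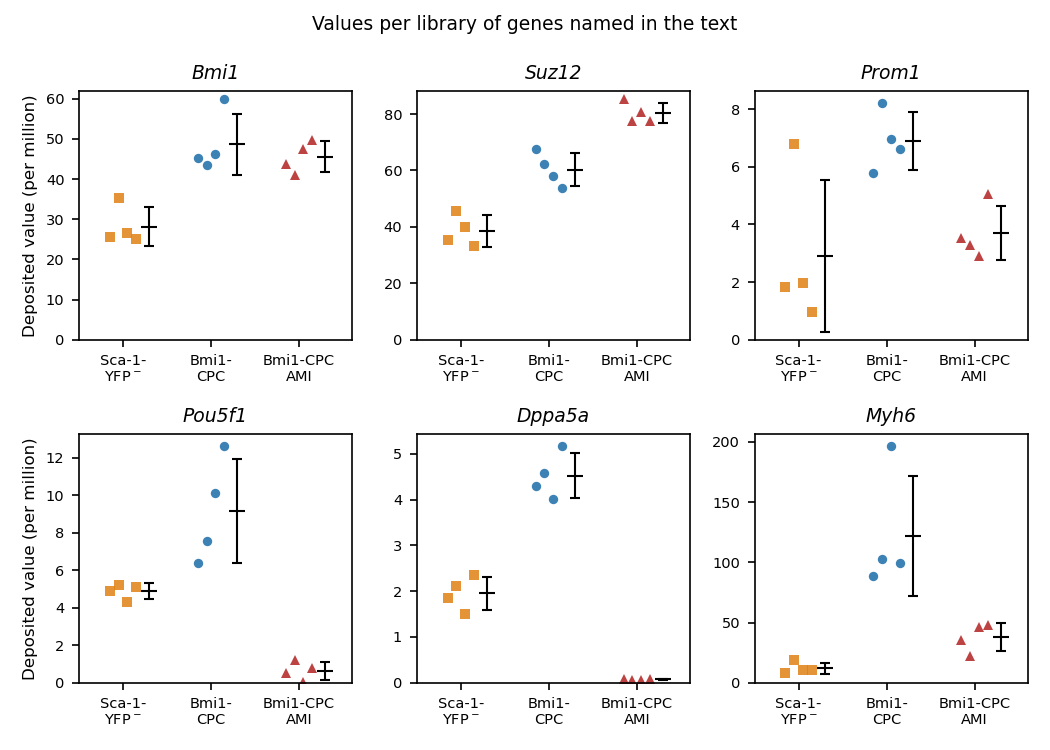
Deposited normalized value of *Bmi1*, *Suz12*, *Prom1*, *Pou5f1*, *Dppa5a* and *Myh6* in each library of *Sca-1*-YFP- cells, homeostatic *Bmi1*-CPC and *Bmi1*-CPC after AMI (n = 4 each), with each axis starting at 0; horizontal lines with bars are means ± SD. *Dppa5a* lies near 0 in all 4 AMI libraries, where it has no reads, while *Suz12* lies higher in all 4 than in any homeostatic library.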

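Proliferation markers and many adhesion and cytoskeleton genes of cell movement rose in *Bmi1*-CPC after AMI. *Mki67* had a normalized value of 262 ± 72.6 after AMI, with a log2 fold change of 1.58 over homeostasis, and *Top2a* 111 ± 32.4, with 1.78 (mean ± SD, n = 4; adjusted p = 1.9e-05 and 2.0e-05 from limma). *Itgb2*, the β2 integrin of leukocytes, rose from 5.22 ± 1.05 to 24.3 ± 4.48, and the integrin αv gene *Itgav* from 64.9 ± 8.65 to 207 ± 40.3. *Cd44*, the hyaluronan receptor, rose from 48.6 ± 3.05 to 139 ± 15.2. *Wasf2*, which drives actin branching in lamellipodia, fell from 478 ± 57.1 to 231 ± 6.68. These changes had an adjusted p of 1.4e-05 or lower in limma. Of 31 genes of cell movement, 17 rose and 7 fell in limma (19 and 7 adjusted over the list alone), with a median log2 fold change of 0.41 (adjusted p = 0.015 by camera, and adjusted p = 0.24 with an estimated correlation). *Itgb2* and *Rac2* of this list are also leukocyte markers. Macrophage markers rose beside it in 13 of 14 genes, with a median of 1.38 (adjusted p = 2.0e-07 by camera, and adjusted p = 0.24 with an estimated correlation), such as the protease *Ctss*, from 11.8 ± 2.26 to 139 ± 59.7.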

Key transcripts involved in pathways such as cell proliferation, movement, and cell cycle were significantly upregulated in *Bmi1*-derived cells 5 days post-AMI (Fig. 3d). 

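Most of the tested genes for collagens, other matrix proteins, chemokines and cytokines rose in *Bmi1*-CPC after AMI, and growth factor genes changed in both directions. *Col3a1* and *Col1a1*, chains of fibrillar collagen, had normalized values of 6552 ± 1098 and 2307 ± 488 after AMI against 706 ± 127 and 307 ± 77.3 in homeostasis (mean ± SD, n = 4 each). Of 19 collagen chains, 16 rose and none fell in limma (17 adjusted over the list alone), and of 25 matrix glycoproteins and remodelling genes 21 rose and 1 fell (22 and 1), among them osteopontin (*Spp1*), from 2.40 ± 0.945 to 70.8 ± 22.5. Both lists passed (adjusted p = 2.9e-09 and 1.4e-10 by camera, and adjusted p = 0.24 for each with an estimated correlation), with medians of 1.77 and 1.65. Of 38 growth factors, 18 rose and 6 fell in limma (19 and 6 adjusted over the list alone; adjusted p = 0.030 by camera, and adjusted p = 0.24 with an estimated correlation). Hepatocyte growth factor (*Hgf*) rose from 1.695 ± 0.472 to 10.4 ± 2.28 and the EGF receptor ligand *Ereg* from 0.688 ± 0.282 to 16.7 ± 4.79, while *Bmp6* fell from 129 ± 13.3 to 45.2 ± 5.78. Of 16 genes induced by TGF-β, 13 rose and 1 fell, with the same counts adjusted over the list alone (median 1.22, adjusted p = 5.3e-06 by camera, and adjusted p = 0.24 with an estimated correlation). Of 18 chemokines 12 rose and 2 fell, and of 9 cytokines 6 rose and 1 fell, with the same counts adjusted over the list alone (adjusted p = 1.9e-05 and 0.027 by camera, and adjusted p = 0.24 for each with an estimated correlation). The neutrophil attractant *Cxcl2* rose from 7.46 ± 2.13 to 116 ± 5.63, the monocyte attractant *Ccl2* from 10.3 ± 1.32 to 58.0 ± 3.24, and the inflammatory cytokines *Il1b* from 7.55 ± 2.62 to 90.1 ± 7.03 and *Il6* from 9.21 ± 3.95 to 156 ± 19.2. *Il16* fell from 22.4 ± 1.06 to 12.0 ± 1.21, and each of these genes had an adjusted p of 2.4e-04 or lower in limma. Beside these genes, all 13 markers of activated fibroblasts rose, with a median of 3.27 (adjusted p = 1.4e-10 by camera, and adjusted p = 0.24 with an estimated correlation), and *Postn*, *Tnc*, *Fn1*, *Lox* and *Thbs4* are on both this and the matrix list. All 12 leukocyte markers and 3 of 4 markers of monocytes and neutrophils rose as well (adjusted p = 5.3e-08 and 0.0040 by camera, and adjusted p = 0.24 for each with an estimated correlation). The monocyte and neutrophil list names 12 genes, of which only these 4 have deposited values. *S100a8*, *S100a9* and *Csf3r* are among those without values, and *Vcan* is also on the matrix list. 

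**Figure D3:**
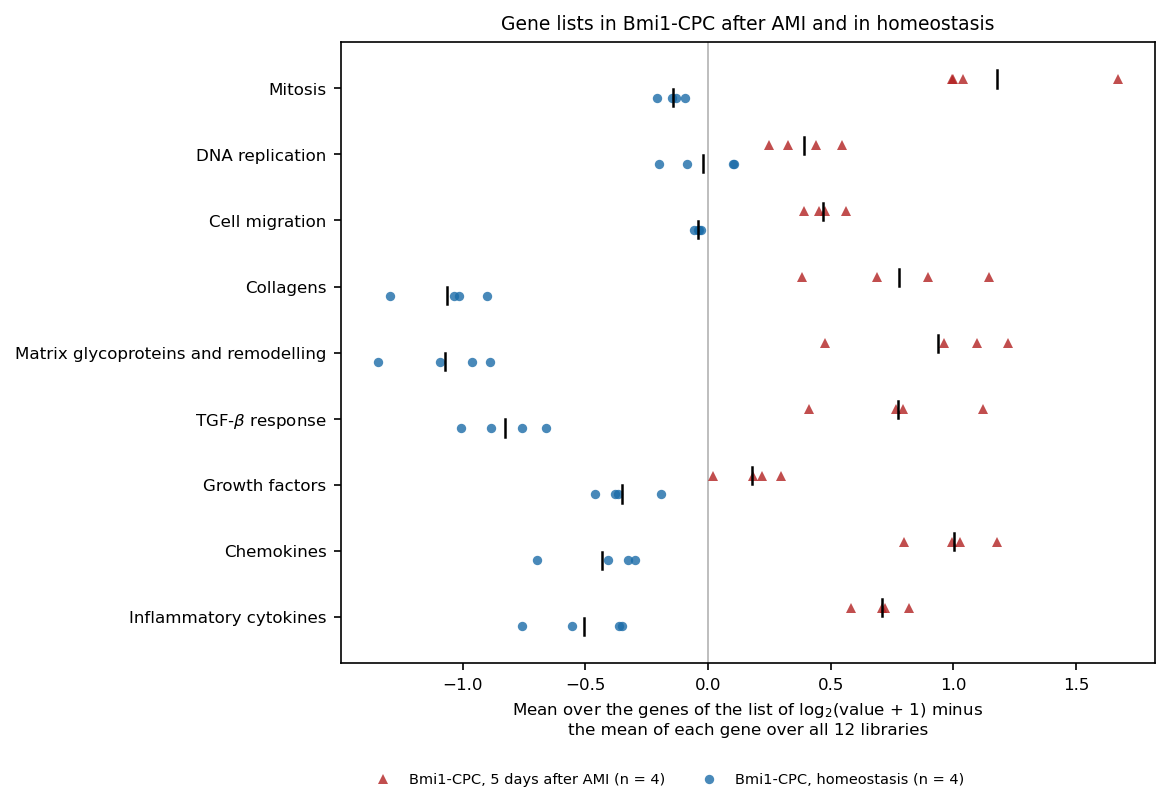
Each point is 1 *Bmi1*-CPC library after AMI or in homeostasis (n = 4 each) and gives the mean over the genes of a list of log2(value + 1) minus each gene's mean over all 12 libraries; black ticks are means of 4 libraries. Mitosis genes lie between 1.00 and 1.67 after AMI and between −0.21 and −0.10 in homeostasis, collagens between 0.38 and 1.15 and between −1.30 and −0.90, and cytokines between 0.58 and 0.82 and between −0.76 and −0.35.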

*Bmi1*-CPC after AMI also showed marked upregulation of extracellular matrix and several growth factors, and pro- and anti-inflammatory cytokines were also notably upregulated (Fig. 3d).

**Fig. 3:**
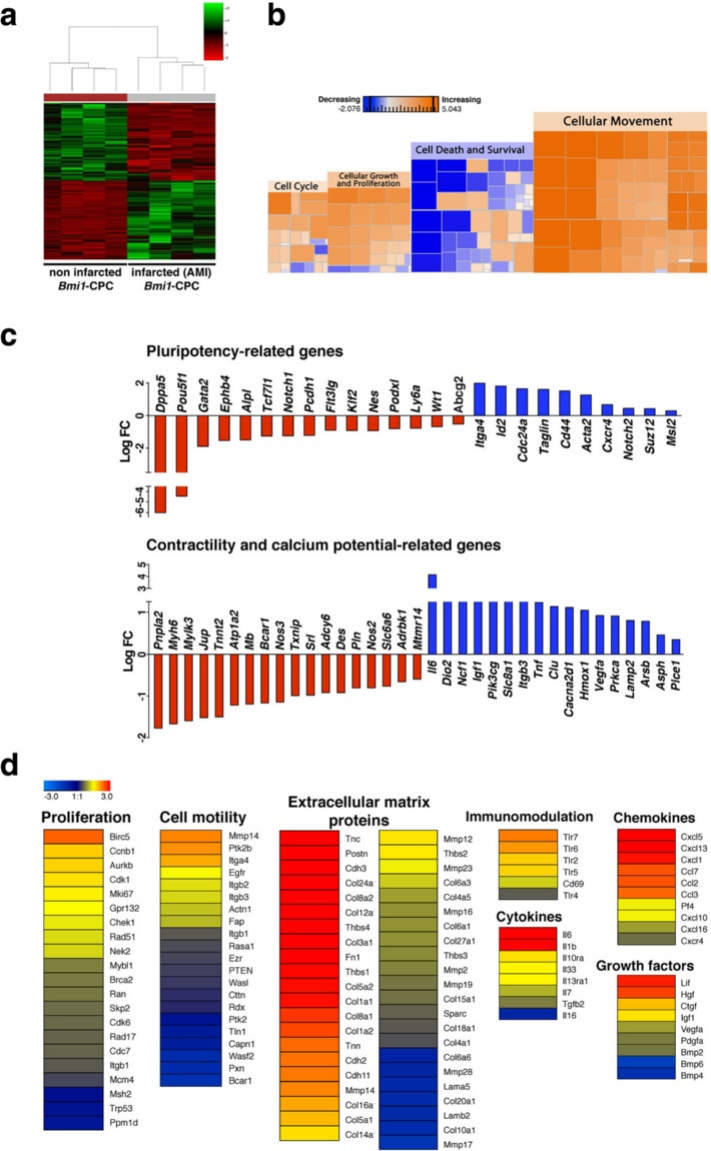
*Bmi1*-CPC upregulate pathways related to proliferation and cell motility and downregulate some pluripotent genes after cardiac injury. **a** Heat map of matched samples (*n* = 4 replicates, 2–3 mice/replicate) in the high-throughput RNAseq analysis of sorted *Bmi1*-CPC (YFP^+^) cells from adult TM-induced control mice (non-infarcted) and mice subjected to acute myocardial infarction (*AMI*) at 5 days post-treatment. **b** Heat map of molecular and cellular functions in *Bmi1*-CPC 5 days post-AMI, compared to counterparts from non-infarcted hearts, and classified by activation z-score. **c** Differential expression of genes implicated in pluripotency and muscle contractility and calcium management. Genes are classified as down- (*red*) and upregulated (*blue*) in sorted *Bmi1*-CPC 5 days post-AMI by comparison with *Bmi1*-CPC counterparts from non-infarcted hearts. **d** Heat map of proliferation and cell migration functions and genes related to the extracellular compartment, immunomodulation, cytokines, chemokines, and growth factors in sorted *Bmi1*-CPC 5 days post-AMI by comparison with *Bmi1*-CPC counterparts from non-infarcted hearts. Color scale intensity is related to gene log fold change (*FC*)

These results suggest a proliferative activation of *Bmi1*-derived cells shortly after AMI, and the upregulation of crucial cell functions that are required to respond after tissue injury and instigate repair.

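*Bmi1* itself did not differ by the test after AMI, while single Polycomb and stem cell genes changed in both directions. *Bmi1* had a normalized value of 45.5 ± 3.86 after AMI (mean ± SD, n = 4; log2 fold change −0.09, standard error 0.12, adjusted p = 0.59 from limma), and its change was 0.01 with reads scaled to library totals in edgeR. *Suz12* rose to 80.4 ± 3.66 (log2 fold change 0.41, adjusted p = 0.0045 from limma). *Cbx7*, a chromobox protein of complex 1, fell from 29.0 ± 1.46 to 9.89 ± 2.64, and the methyltransferase *Ezh1* of complex 2 from 109 ± 10.8 to 55.8 ± 7.15. Of 18 genes of Polycomb repressive complex 1, 2 rose and 5 fell, and of 11 genes of complex 2, 5 rose and 3 fell in limma, and neither list passed (adjusted p = 0.35 and 0.48 by camera). Of 26 markers of adult stem and progenitor cells, 6 rose and 11 fell in limma (6 and 12 adjusted over the list alone; adjusted p = 0.39 by camera). The hematopoietic factor *Runx1*, also a marker of activated fibroblasts, rose from 5.42 ± 0.564 to 100.1 ± 28.8, and *Gata2*, a factor of blood and endothelial cells, fell from 73.8 ± 11.2 to 20.2 ± 4.79. *Prom1* fell to 3.70 ± 0.931 (log2 fold change −0.76, adjusted p = 0.0074 from limma), a call that ended when all 12 libraries were fitted together (0.072; range 0.0031 to 0.072). Of the genes drawn as higher in Fig. 3d, 17 of 18 in proliferation, 13 of 15 in motility, 36 of 36 in the matrix group, 6 of 7 among growth factors, 17 of 17 among cytokines and chemokines and 6 of 6 in immunomodulation passed the limma test in that direction. Every gene drawn as lower in that panel did so as well. As the panel shows changes from these same libraries, these counts are no independent test. From the rise of genes for proliferation, movement, matrix and cytokines, the paper proposes that *Bmi1*-derived cells are activated to proliferate soon after AMI and take up functions that tissue repair calls for. Apart from the RNA, the paper reports more YFP+ cells after AMI and a higher proliferation rate of these cells by EdU labelling.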

### *Bmi1*-CPC contribute to cardiac repair with de novo cardiomyocytes after myocardial infarction in adult mice but not after neonatal apical heart resection

To evaluate the response of *Bmi1*^+^-derived cells at late stages of cardiac injury, we traced the progeny of *Bmi1*-CPC at 3 months post-AMI. Although YFP^+^ clusters were virtually undetectable in the infarcted zone (Fig. 4a), immunohistochemical analysis found YFP^+^ CM (as determined by the marker sarcomeric α-actinin (SαA)) located predominantly at the infarct border and in remote zones (Fig. 4b), but not in the area of injury. Immunostaining for a panel of contractility-related proteins including cardiac troponin T, SαA, and the gap junction protein, connexin 43, in isolated CM 4 months post-AMI showed that YFP^+^ CM were indistinguishable from YFP^–^ CM (Fig. 4c). We also assessed the number of YFP^+^ CM isolated from *Bmi1*-YFP mice at 4 months post-AMI; these cells made up 13.8 ± 5 % of total CM compared to 4.7 ± 0.9 % in age-paired non-infarcted hearts (Fig. 4d). YFP^+^ CM exhibit the same nucleation pattern as the YFP^–^ CM (Fig. 4e), which are mainly binucleated (80 %). These data reinforce the hypothesis that *Bmi1*-CPC are a reservoir of adult cardiac progenitor cells able to respond to acute injury with de novo generation of CM.

**Fig. 4:**
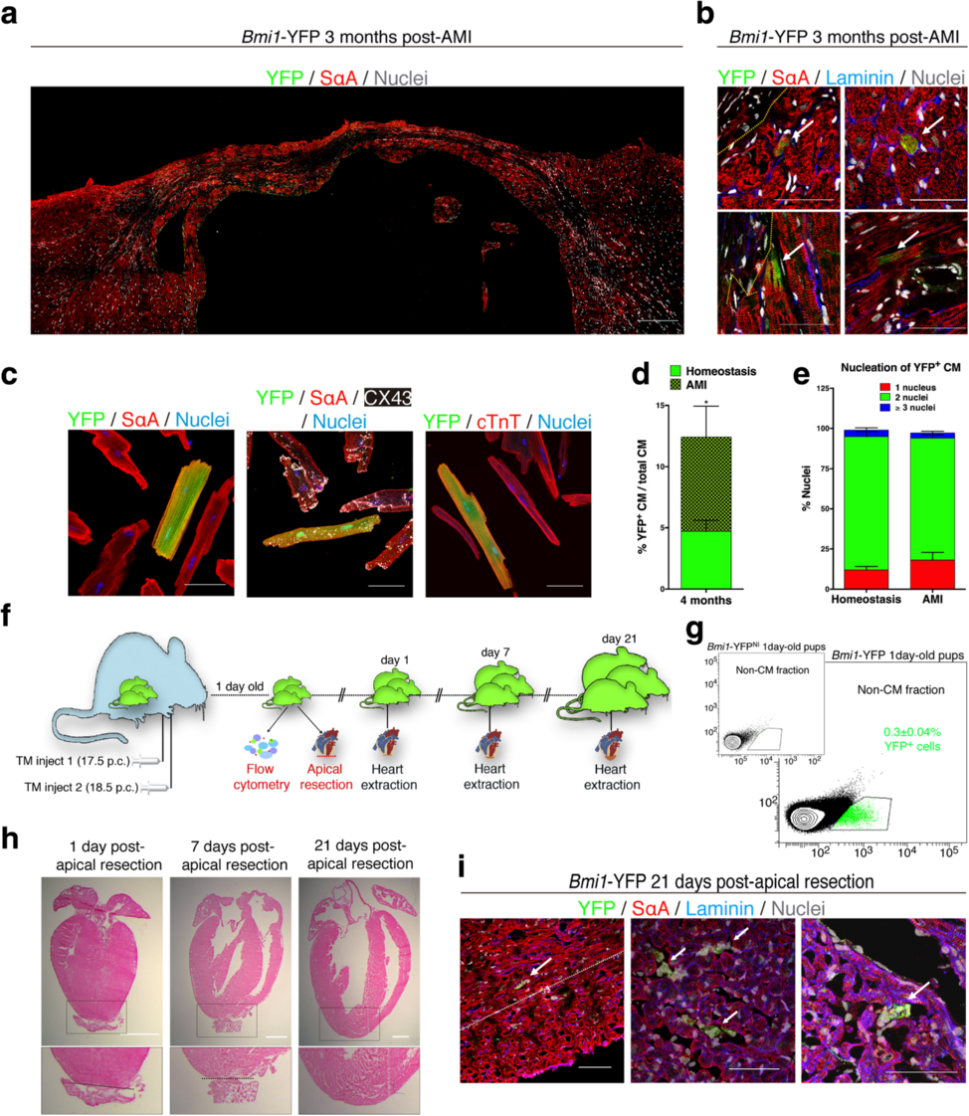
*Bmi1*-CPC response to acute injury in adult and neonatal mouse hearts. **a** Detailed transverse section of *Bmi1*-YFP left ventricle 3 months post-acute myocardial infarction (*AMI*). *Scale bar* = 200 μm. **b** YFP^+^ cardiomyocytes (*CM*) 3 months post-AMI, located near the injured area (*left*) and at sites distant from the infarcted zone (*right*); (*n* = 3). *Dotted line* delineates the border of the injured area. *Arrows* indicate YFP^+^ CM. *Scale bars* = 50 μm. **c** Adult CM freshly isolated 4 months post-AMI. YFP^+^ CM express cardiac proteins related to contractility and gap junctions, including sarcomeric α-actinin (*SαA*), (cardiac troponin T (*cTnT*), and connexin 43 (*CX43*). *Scale bars* = 50 μm. **d** Number of YFP^+^ CM in adult mice (4 months post-AMI, *n* = 4) compared with the number in non-infarcted hearts (homeostasis; 4 months post-AMI, *n* = 4). *P < 0.05. Data shown as mean ± SEM. CM were plated, fixed, and stained for SαA, GFP, and DAPI. The number of YFP^+^ CM was assessed in duplicated microscope cover glasses (12 mn diameter). At least 200 CM per cover glass were counted. **e** Nucleation of YFP^+^ CM in homeostasis and after AMI (n = 3-4 mice). Data shown as mean ± SEM. CM were isolated 4 months post-AMI, plated, fixed and stained for SαA, GFP and DAPI. Nucleation of YFP^+^ CM was assessed in duplicated microscope cover glass (12 mm diameter). At least 200 CM per cover glass were counted. **f** Schematic representation of apical resection experiments on tamoxifen (*TM*)-induced neonatal hearts. **g** YFP^+^ fraction in postnatal day 1 (P1) *Bmi1*-YFP hearts accounts for 0.3 ± 0.04 % of total mononuclear heart cells (*n* = 8). YFP^+^ cells were not detected in non-induced controls (*Bmi1*-YFP^NI^, inset). Data shown as mean ± SEM. **h** Hematoxylin/eosin staining of mouse heart at 1, 7, and 21 days post-apical resection (dpr) in neonatal (P1) mouse pups. *Dashed line* delineates the resection plane. Enlarged view of resected areas is shown, delimited by *dashed squares. Scale bars* = 1000 μm. **i** Immunodetection of YFP^+^ clusters (*arrows*) near the injured area (*left* and *center*) and atrium (*right*) 21 days after neonatal heart apical resection (*n* = 3). *Dashed line* delimits the regenerated apex 21 dpr. *Scale bars* = 50 μm (*left*, *right*), and 20 μm (*center*)

Additionally, the relevant regenerative capacity that the mouse neonatal heart exhibits during the first week of life has been recently reported [16, 17]. Therefore, we next explored the potential role of *Bmi1*-CPC in these early cardiac stages (Fig. 4f). We treated pregnant mice (*Bmi1*^*CreER*/CreER^ or *Rosa26*^YFP/YFP^ females) with TM (E17.5, E18.5); flow cytometry confirmed YFP expression in neonatal heart cells (double heterozygotes) at postnatal day 1 (P1) (Fig. 4g). *Bmi1*-YFP pups that underwent apex resection at P1 were sacrificed at P21, when the apex was fully restored (Fig. 4h). YFP^+^ cells were detected in the atrium and ventricle, but very rarely or not at all in the regenerated area (Fig. 4i); this indicates that *Bmi1*-derived cells make no major contribution to immediate postnatal regeneration.

## Discussion

Our study provides evidence that *Bmi1*-derived cells contribute to de novo generation of CM after myocardial infarction, which is greater than for heart homeostasis with ageing. These findings consolidate *Bmi1*-CPC cells as a sound source of progenitors for cardiac repair.

The cardiac stem field was initiated by the isolation and characterization of *c-KIT*^+^ CPC [9], which recently were proposed necessary and sufficient for heart repair after injury [18]. *c-kit* expression in vitro and in vivo has yielded disparate results, however, which probably reflects the extremely variable expression of this marker in distinct contexts and conditions [19, 20]. Three recent independent lineage-tracing studies found that *c-kit*^+^ cardiac progenitor cells produce <0.008 % of the new CM in adult mouse heart, and proposed that *c-kit*^+^ cells are not relevant either for homeostasis or after myocardial infarction [21–23]. Our own research on *Bmi1*-CPC showed that these progenitors are mainly negative for c-KIT expression (0.1–1 %) [15], suggesting that the majority of de novo CM derive from *Bmi1*^+^*c-kit*^–^ progeny.

Putative CPC have also been isolated based on their expression of the established hematopoietic marker SCA-1 [24], although SCA-1 appears to label a heterogeneous population with predominantly endothelial potential [25, 26]. Genetic elimination of *Sca-1* affects resident CPC, which then fail to respond to pathological damage in vivo; this coincided with impaired in vitro growth and survival of these cardiac progenitor cells [27]. SCA-1 CPC contributes to CM generation in a model of pressure overload cardiac injury (transverse aortic constriction), but not after AMI [24]. Our *Bmi1*-CPC showed a strong response after AMI and the percentage of de novo CM generated is greater than that observed during normal cardiac homeostasis. Although Uchida et al*.* [24] found no major contribution by the *Sca-1*^*+*^ population in new CM formation after acute injury, the distinct methods and transgenic models used in these studies could explain the differences. The authors nonetheless suggested that only a small fraction of the *Sca-1*^*+*^ population contributes to the CM lineage [24]. *Bmi1*-CPC make up a fraction of the *Sca-1*^*+*^ population [15], and our results here suggest that *Bmi1*^*+*^ cells are the *Sca-1*^+^ subset involved in this new CM generation. The information gleaned from the deep-sequencing analysis of *Bmi1*-CPC from healthy hearts reinforces the idea that this population expresses higher levels of pluripotency markers. We consider *Bmi1* to be a key transcription factor that controls stemness in the adult heart, thus defining a population of cardiac progenitors. This would be in agreement with the critical positive role of *Bmi1* in fibroblast reprogramming to embryonic stem cells [28, 29] and the very recent description as a key epigenetic barrier to direct cardiac reprogramming [30].

The limited capacity of the adult mammalian heart to recover after myocardial injury is well established. A genetic fate-mapping strategy gave indirect evidence that up to 19 % of CM are replaced 3 months post-AMI, but the source of the new CM was not definitively determined [31]. Our lineage-tracing studies after cardiac infarction show that *Bmi1*-expressing cells contribute to significant and comparable numbers of de novo CM. This result provides direct evidence of a resident cardiac progenitor population that contributes to heart repair. RNAseq analysis of *Bmi1*-CPC isolated 5 days after AMI showed an increase in genes related to cell proliferation, movement, and cell cycle functions, all of which are necessary for cells to reach the infarcted area and to instigate repair. *Bmi1*-derived cells also showed marked upregulation of extracellular matrix proteins, growth factors, and pro- and anti-inflammatory cytokines. The data from the RNAseq study indicate that, following cardiac injury, *Bmi1*-CPC sense the unfavorable environment originated by the insult and respond by upregulating pathways related to key cell functions required to promote repair. Although we did not detect a defined pattern of cardiomyocyte specification markers in the *Bmi1*-derived cells 5 days after injury, surviving *Bmi1*-CPC at this early stage might need to proliferate and migrate before they can respond appropriately to injury-induced signals. Lineage tracing of *Bmi1*^*+*^ cells at 4 months post-AMI showed generation of 13.8 ± 5 % new YFP^+^ CM, which coincides with some previous reports [31] and pinpointed the *Bmi1*-CPC ability to contribute to myocardial repair after injury. Immunostaining of a panel of contractility-related proteins showed that these YFP^+^ CM were indistinguishable from YFP^–^ CM. Although we did not detect YFP^+^ CM within the injured area, these new CM might have an important role in supporting basal heart beat and cardiac function after AMI. In any case, the role of *Bmi1*^+^-CPC in cardiac repair after AMI is compatible with contributions from other reported sources [24, 32]. Further characterization of the mechanisms that lead to endogenous progenitor cell activation and of the mechanisms that permit repopulation of the infarcted region could be a new opportunity for therapeutic applications.

Although the adult mammalian heart is one of the least regenerative organs in the body, different studies have described heart regeneration in lower vertebrates and neonatal mammals following apical resection [33, 34]. Lineage tracing experiments in adult zebrafish following cardiac injury suggest that the vast majority of the regenerated CM are derived from pre-existing proliferative CM rather than from a population of cardiac stem/progenitor cells [34, 35]. Additionally, the neonatal mouse heart has shown a similar ability to restore the lost myocardial tissue within the first week of postnatal life [17, 36, 37], primarily, by proliferation of pre-existing cardiomyocytes and not by putative population(s) of endogenous CPC [38, 39]. However, the ability to efficiently regenerate the heart muscle upon injury is essentially lost by postnatal day 7, coinciding with the developmental window when mouse CM mostly binucleate and withdraw from the cell cycle [40]. This compromised ability to fully repair the damaged/resected myocardium is mainly related to the lack of basal proliferation in adult CM. However, there are several reports pinpointing the relevant role of endogenous CPC leading to the reparative response in the adult mouse following cardiac injury [24, 31, 32, 41]. Although adult CPC do not fully restore a severe acutely damaged tissue, their contribution to de novo CM may contribute to maintain organ functionality. Altogether these reports, and our own data (apical resection of TM-induced day 1 *Bmi1*-YFP pups indicate a minor contribution of *Bmi1*-derived cells to de novo CM), may suggest a switch in CPC reparative role through the lifespan of the organism.

Therefore, further studies will determine and evaluate the mechanisms by which *Bmi1*^+^ cells remain less active in neonatal heart regeneration but play a more direct role in adult heart repair. Moreover, it will also be necessary to understand the hypothetic crosstalk existing between CM and *Bmi1*^+^ through the lifespan of the animal to clarify the different reparative responses that *Bmi1*^+^ exhibit following cardiac injury in the neonatal and adult heart.

## Conclusions

Our results show that *Bmi1* expression defines a multipotent cardiac cell population with capacity for myocardial repair following cardiac injury in adult mice. Future research to better characterize the biology of *Bmi1*-CPC will help to identify critical factors that allow their potential to be harnessed for effective cardiac cell therapy.

## Abbreviations

AMI, acute myocardial infarction; *Bmi1*, B cell-specific Moloney murine leukemia virus integration site 1; BSA, bovine serum albumin; EdU, 5-ethynyl-2'-deoxyuridine; c-KIT, Kit oncogene; CM, cardiomyocytes; Cre-ER, variant of the site-specific (loxP) recombinase Cre that binds to the estrogen receptor module (ER); CPC, cardiac progenitor cells; FACS, fluorescence-activated sorting; FBS, fetal bovine serum; GFP, green fluorescent protein; GO, gene ontology; i.p., intraperitoneal; IPA, ingenuity Pathway Analysis; PBS, phosphate-buffered saline; PFA, paraformaldehyde; RNAseq, RNA sequencing; Rosa26, mouse locus used for constitutive, ubiquitous gene expression; RT, room temperature; SαA, sarcomeric α-actinin; SCA-1, stem cell antigen-1; TM, tamoxifen; YFP, yellow fluorescent protein

## Additional file

Additional file 1: Table S1. Antibodies used in immunodetection. Antibodies used in this study. (JPG 199 kb)

How the deposited data were processed for this re-analysis (not part of the article)

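The values examined are the authors' normalized expression values, a signal for 12528 genes in 12 libraries. The deposited tables of each comparison also hold the authors' fold change score, their log2 fold change and their adjusted p-value, and these were used only to count the authors' calls. The submitters' notes name cutadapt, RSEM and edgeR without versions and the mouse build NCBIM37, and the paper gives no sequencing depth. Its statistics section states in general a significance threshold and unpaired t tests with Welch's correction, its methods give an adjusted threshold for GO terms, and no model is named for the gene tests in particular. All deposited values (100% within 1e-06 of a read, largest deviation 5.59e-09) equal a whole number of reads plus 0.5, times 1 factor per library. The columns sum to 846643 to 1218590 and were used as deposited, and no per-sample column was left out. Within a group, replicates differed by more than counting error (chi-square per degree of freedom 7.09 to 60.7), which separate amplification alone would also give.

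The design had assumed counts and edgeR, with limma where the files hold normalized values; normalized values were found, so limma was used, and the correlation and list tests used log2(value + 1) in place of log2-scaled counts. The comparison of AMI *Bmi1*-CPC with *Sca-1*-YFP- cells was planned only for counts and was left out. Genes were tested when their value exceeded 1 in at least 4 of the 8 libraries, in limma with a variance trend, two-sided, with the Benjamini-Hochberg adjusted p under 0.05 as threshold. Of the genes, 28 have no symbol and 90 share a symbol with another gene, and all were tested by gene ID. In trials with planted changes, of 100 genes changed by 1 log2 unit limma recovered 59 in the homeostatic layout and 69 in the AMI layout, and of 100 changed by 2 log2 units 96 and 97. Among 167 and 179 calls in these trials, 12 and 13 were unchanged genes.

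Gene lists, 44 in all, were written from general knowledge of the processes and cell types, and 43 formed the tested family. Lists with at least 4 tested genes (36 in the homeostatic study and 38 in the AMI study) were tested with camera, with Benjamini-Hochberg adjustment over the lists of each study. The remaining list holds genes linked to sex: 0 of its 5 genes passed limma in either study, and by limma 0 had an unadjusted p under 0.05. Their values differed widely between libraries of the same homeostatic group. *Xist* had 1.80 in *Bmi1*-CPC replicate 4 and 717 to 1807 in the others of that group. It had 3.45 in *Sca-1*-YFP- replicate 4 and 1065 to 2339 in the others, and 1024 to 1946 after AMI. The pools were thus not alike in sex, which the lack of calls does not contradict, and an effect of sex was not tested. The tests, lists, settings and rules for naming genes were chosen before the deposited data were examined, and those added later are marked as such. The paper had been read and its figures seen before the lists and naming rules were written. Those figures show results from these same libraries, so the lists were not blind to them. Genes were named if the paper or the sort names them, if they were among the 10 largest changes per direction with a mean of at least 10 in the higher group and no overlap, if they were among the 4 list members with the smallest adjusted p, if the gene panels of the figures draw them, or if 1 library stood apart.

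Correlations of gene deviations from the group means were used to see whether replicates of the same number belong together, since the legends speak of matched samples and no source states a pairing. In the homeostatic study the same numbers correlated at 0.26, 0.25, 0.16 and 0.30 and other numbers at most at −0.06, −3.1e-04, 0.04 and 0.08, so that its pools appear paired from the data alone, and a test with the replicate as block is given where it changes a call.

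Near-identical copies were looked for with blastn (at least 95% identity over at least 75 bases) among annotated transcripts, matched by gene ID for 96.8% of the genes. *Bmi1* matched the pseudogene *Gm5946* over 2658 bases at 97.0%, *Lyz2* matched *Lyz1* over 1264 bases at 95.8%, *Ly6a* matched *Ly6c1* over 263 bases at 96.6%, *Myh6* matched *Myh7* over 574 bases at 97.4%, and *Hba-a1* matched *Hba-a2* over 538 bases at 99.8%. *Gm6395* matched *Dnajb6* (696 bases, 99.1%) and *Gm15725* matched *Lrrc58* (1090 bases, 100%), and reads of such genes cannot be told apart here. As the libraries keep no strand, reads of overlapping transcripts on the other strand count for both. R 4.3.3 was used with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and blastn 2.17.0.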

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

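The tests of the CD45 step in the sort and of the number of reads were chosen after the result was seen, and the predictions for the other tests of this part were written before those tests were run.

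Markers of leukocytes, of endothelial cells and of cardiomyocytes were all higher in *Bmi1*-CPC than in *Sca-1*-YFP- cells. The removal of CD45+ cells from the *Sca-1* sort alone cannot account for endothelial and cardiomyocyte genes that such cells do not express. All 19 endothelial and 15 of 16 cardiomyocyte markers were higher, with list medians at a log2 fold change of 1.602 or more. Members of these lists that CD45+ cells also express are not covered by this, and which these are was not tested. For leukocyte genes this explanation stays open, since the smallest median of their lists was 2.38 with *Cd74* at 111 and *Lyz2* at 105 in *Bmi1*-CPC. RNA from broken cardiomyocytes in varying amount, which the filter and the YFP gate would reduce, stays open too: the cardiomyocyte genes deviated together across libraries (mean pairwise correlation 0.456, 95% of random lists below 0.061), but endothelial (0.687), leukocyte (0.510) and fibroblast genes (0.602) did the same. Expression of these genes by *Bmi1*-CPC themselves was not tested and stays open.

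*Dppa5a* had 0 reads in all 4 AMI libraries and *Pou5f1* had 0 to 8. Fewer reads cannot account for this, as the AMI library with the fewest reads held 1.36 times those of the homeostatic library with the most. Reads shared with other genes stay open: 7 annotated genes match *Dppa5a* over 299 to 417 bases, of which only *Pigp* was in the tables (log2 fold change 1.9e-04), and 1 transcript on the other strand matches *Pou5f1* over 171 bases. Whether a difference in the handling of pseudogene reads removed them cannot be told, since *Dppa5a* alone of 11383 genes with at least 5 reads in each homeostatic library had none after AMI (one-sided Fisher's exact p = 1). A response to AMI was not tested apart from these and stays open.

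Genes driven by the circadian clock fell after AMI: 6 of 10 clock output genes were lower, with a median log2 fold change of −1.64, and that list was written after *Per2*, *Per3*, *Dbp* and *Hlf* had been seen. A different time of day at harvest, which the paper does not give, stays open: the genes of opposite phase had a median of 1.50, with *Arntl* (2.18), *Nfil3* (1.50) and *Clock* (0.68) higher and *Cry1* (−0.79) lower. The homeostatic libraries varied among themselves, with *Dbp* at 45.8 ± 43.2. Lower glucocorticoid signalling cannot be told, as its targets had a median of −0.22, with 3 of 12 higher and 2 lower in limma. An effect of AMI on the clock was not tested and stays open.

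In the AMI study chance alone cannot account for the number of genes called: of the 35 divisions of the 8 libraries into 4 and 4, only 1, the real one, reached 5421 genes, against at most 1 for any other. In the homeostatic study, whose pools appear paired, only 8 divisions part all pairs, too few for a share under 0.05; the real one called 4286 genes and the highest other 0. Over all 35 divisions, most of which leave pairs together, only 1, the real one, reached that count, and the highest other was 4.

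In 27 of 498 groups of 4 values, 1 library stood apart from the other 3 (Dixon's gap over the range), and chance gives about 1 in 20. Among homeostatic *Bmi1*-CPC libraries these were *Bmi1* at 60.0 in replicate 4 (others 43.4 to 46.2), *Mrc1* at 21.0 in 2 (35.1 to 36.9), *Cd248* at 30.3 in 3 (45.1 to 47.9), *Myh6* at 197 in 3 (88.9 to 102), *Gata6* at 16.0 in 4 (14.6 to 14.8), *Tgfb3* at 46.6 in 2 (32.4 to 34.7), *Gm20417* at 87.7 in 1 (0.107 to 4.69), *Ezh1* at 125 in 2 (102 to 105) and *Dll1* at 4.59 in 1 (9.01 to 9.70). The call of *Gm20417* after AMI (5.34 with limma) ended in DESeq2 (adjusted p = 0.19; range 8.6e-06 to 0.19).

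Among *Sca-1*-YFP- libraries they were *Bmi1* at 35.3 in replicate 2 (25.0 to 26.6), *Myocd* at 2.79 in 2 (0.348 to 0.685), *Bank1* at 0.690 in 4 (0.0527 to 0.116), *Cd79a* at 0.369 in 1 (0.111 to 0.138), *Notch4* at 37.0 in 1 (41.8 to 42.2), *Gm20417* at 0.579 in 1 (0.111 to 0.138), *C1qtnf3* at 2.35 in 4 (1.63 to 1.74) and *Cd44* at 35.5 in 1 (38.2 to 38.4). In the same population *Gata2* stood at 36.4 in replicate 2 (17.8 to 20.8), *Itgb2* at 0.414 in 4 (0.111 to 0.158), *Col5a2* at 280.02 in 1 (208 to 219.6), *Tap1* at 29.8 in 2 (18.5 to 19.2) and the mean of the SRF target list at 5.00 in 2 (4.34 to 4.39).

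After AMI they were *Fabp4* at 832 in replicate 4 (529 to 573), *Gm6395* at 0.841 in 3 (0.0700 to 0.0754), *Ccna2* at 66.6 in 2 (35.1 to 38.1), *Kif11* at 53.8 in 2 (33.5 to 35.4) and the mean of the mitosis list at 4.68 in 2 (4.01 to 4.05). The cause was not tested for any of these values. The summed value of 14 immunoglobulin genes was 4186 ± 2413 after AMI, 222 ± 190 in homeostatic *Bmi1*-CPC (38.4 to 474) and 28.1 ± 22.2 in *Sca-1*-YFP- cells, a rise that goes with the B cell markers and was not followed further.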

How the results depend on the processing

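The edgeR quasi-likelihood test with TMM, limma-voom, limma with the replicate as block, limma and camera with library totals, and the separation with 1 library left out or over the divisions that part all pairs were chosen after the result was seen. In the homeostatic study 1771 to 2157 genes were higher and 1871 to 2205 lower in *Bmi1*-CPC with 1 library left out, and 1322 to 2585 and 1968 to 3386 under the other settings; in the AMI study the ranges were 2221 to 2779 and 2277 to 2842, and 2423 to 3157 and 1747 to 3247. Library totals moved both counts of the homeostatic study most, to 1328 higher and 3386 lower in edgeR and 1322 and 3340 in limma, and the genes lower after AMI, to 1792 (edgeR) and 1747 (limma). The genes higher after AMI moved less with library totals (2775 and 2830) than with unadjusted p (3157). The edgeR quasi-likelihood test on the recovered reads called 2056 higher and 2216 lower, and after AMI 2758 and 2706. The separation was 0.0622 and 0.0605 with rank correlations, 0.250 and 0.276 with the 1000 most variable genes, and 0.0586 to 0.0749 and 0.0520 to 0.0636 with 1 library left out, each with an exact permutation p of 0.0286 over all divisions.

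With the replicate number as a block, edgeR called 2182 higher and 2361 lower and limma 2267 and 2400 in the homeostatic study, and camera 24 of 36 lists; among the named genes and lists of that study it changed no call other than those given for *Ly6a*, the unfolded protein response and the immediate early genes, and it ended the call of the separation (0.0661, exact permutation p = 0.125 over 8 divisions). In the AMI study replicates of the same number were not paired (correlations 0.08, −0.01, −0.01 and 0.00, highest other 0.06, 0.05, 0.07 and 0.15), and the block gave 2647 and 2504 in edgeR, 2590 and 2623 in limma, 20 of 38 lists (the pluripotency and fibroblast lists were not called, each with an adjusted p of 0.058 by camera) and a separation of 0.0590 with an exact permutation p of 0.125, the smallest that 8 divisions allow.

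Camera passed 22 lists in each study at the preset correlation, 22 to 24 and 20 to 22 with 1 library left out, and 0 of 36 and 0 of 38 with an estimated correlation (9 and 5 at an unadjusted p under 0.05; smallest adjusted p 0.0834 and 0.241). The correlation of the changes of both studies was −0.19 on average when the homeostatic libraries were divided between them, in place of −0.26. None of the results that turned direction had passed the test. In the homeostatic study these were medians of complex 1 of Polycomb (−0.126 to 0.0101 with 1 library left out, turning without *Bmi1*-CPC replicate 2), the Notch list (−0.19 with library totals), chemokines (−0.43 to 0.677, turning without *Bmi1*-CPC replicate 2 and, at −0.04, *Sca-1*-YFP- replicate 1), Schwann cells (−0.0771 with totals, −0.0599 to 0.262 with 1 library left out, turning without *Bmi1*-CPC replicate 1) and glycolysis (−0.11 with totals). In the AMI study they were, with totals, cardiac transcription factors (0.0262), basement membrane (0.0283), Schwann cells (0.0360) and oxidative phosphorylation (0.0283), and with 1 library left out Schwann cells (−0.185 to 0.0810, turning without homeostasis replicate 1) and glycolysis (−0.0125 to 0.136, turning without homeostasis replicate 1, 3 or 4). *Bmi1* after AMI turned to 0.0123 (edgeR) and 0.0145 (limma) with library totals and was −0.135 to 0.0170 with 1 library left out, turning without homeostasis replicate 4 (adjusted p 0.42 to 0.96 over all settings). The cause was not tested. Of 88 genes named in the homeostatic study 82, and of 86 in the AMI study 76, kept direction and call throughout.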

Differences from the paper's values

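The edgeR quasi-likelihood and limma-voom results given here were chosen after the result was seen, and the other settings before the data were examined.

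The paper gives 12% of 37686 transcripts as different between *Bmi1*-CPC and *Sca-1*-YFP- cells, and here 34.4% of 12450 tested genes were called, 29.3% to 42.3% under the planned settings. The deposited tables hold 12528 genes, so the percentages rest on different totals, while the counts themselves (4555 in the paper, 4286 here) are close. No planned setting removed the difference in percentage.

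Fig. 1d draws *Dppa5* at a log2 change of about 1.2 and *Prom1* at about 1.6, and here they had 0.90 and 1.22. Some planned settings removed these differences, for *Dppa5a* DESeq2, upper-quartile scaling, the edgeR exact test, edgeR with the replicate block and log2(value + 0.1), and for *Prom1* the same settings and leaving out *Bmi1*-CPC replicate 1 or *Sca-1*-YFP- replicate 2. *Dll1* is drawn at about 1.8 in Fig. 1e and had 1.19 here, and of the planned settings only log2(value + 0.1), with 1.47, removed the difference. *Pou5f1* is drawn at about −4.5 in Fig. 3c and had −2.64 here, and no planned setting removed that difference, the nearest being DESeq2 with −3.99. The limma-voom fit, chosen after the data were seen, gave 1.795 for *Dll1* and −4.43 for *Pou5f1*, and did not call 1 of 58 tested genes as drawn in the homeostatic panels and 2 of 168 in the AMI panels. The added constant of 1 pulls the log2 changes of genes with few reads towards 0. The setting log2(value + 0.1) changes only this constant, and it removed the differences of *Dppa5a*, *Prom1* and *Dll1* but not that of *Pou5f1*. In AMI replicate 3, where *Pou5f1* had no reads, 1 read corresponds to a value of 0.129. A constant of 0.1 is thus close to 1 read and still pulls the change of *Pou5f1* towards 0. This setting therefore cannot tell whether the constant makes the whole difference for *Pou5f1*, and the limma-voom value of −4.43 lies near the drawn one.

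Fig. 1d draws 35 genes as higher, and here 33 passed in that direction, *Gata3* was not analysed here, and a gene whose label is hard to read and was taken as *Ly6a* did not pass (adjusted p = 0.067 from limma). *Ly6a* passed in DESeq2, with the replicate block in limma and without *Sca-1*-YFP- replicate 2. The paper calls the stem cell markers not shared by *Sca-1*-YFP- cells, and here *Pou5f1*, *Dppa5a*, *Suz12* and *Prom1* had lower values but reads in each of the *Sca-1*-YFP- libraries. The paper describes the Notch pathway as upregulated, and of the 31 genes tested here 12 were higher and 8 lower, while the genes of Fig. 1e all passed as drawn (14 of 14 higher and 4 of 4 lower). Fig. 1e colours its genes as significant in these same libraries.

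In Fig. 3d, *Bmp2*, *Cttn*, *Rdx* and *Mybl1* are drawn as higher after AMI and did not pass here (log2 fold changes 0.65, 0.27, 0.24 and 0.63; adjusted p = 0.052, 0.071, 0.074 and 0.062 from limma). *Bmp2* passed in DESeq2 (0.049), with library totals (0.041) and the exact test (0.032) in edgeR, in edgeR with the replicate block (0.031), with a filter at 5 (0.049), with all 12 libraries (0.039) and without homeostasis replicate 2 or 4 (0.035 and 0.020). *Mybl1* passed in DESeq2 (0.047), with library totals (0.025) and the exact test (0.037) in edgeR and without homeostasis replicate 1 (0.012), and *Cttn* and *Rdx* passed without homeostasis replicate 3 (0.024 and 0.0097).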

Other observations

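The limma test with the replicate as block and the simulation with paired pools were chosen after the result was seen.

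Genes of the unfolded protein response rose after AMI, 8 of 11 with 1 falling (10 and 1 adjusted over the list alone), with a median log2 fold change of 0.60 (adjusted p = 0.0040 by camera, and adjusted p = 0.24 with an estimated correlation). *Pdia4*, which forms disulfide bonds in secreted proteins, rose from 62.5 ± 7.82 to 116 ± 11.0, and the chaperone *Calr* from 137 ± 8.40 to 214 ± 20.4 (mean ± SD, n = 4 each). In homeostasis 4 of these genes were lower in *Bmi1*-CPC than in *Sca-1*-YFP- cells (5 over the list alone; median −0.39, adjusted p = 0.057 by camera), and the list passed with the replicate block (0.014) and without *Bmi1*-CPC replicate 2 or *Sca-1*-YFP- replicate 1 (0.045 and 0.017; range 0.014 to 0.10 at the preset correlation, and adjusted p = 0.30 with an estimated correlation). Markers of activated fibroblasts, which secrete matrix, and immunoglobulin genes rose in the AMI libraries beside this list (median 3.27 for the former, a summed value from 222 to 4186 for the latter).

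MHC class I presentation fell after AMI in 10 of 11 genes (median −0.59, adjusted p = 0.0016 by camera, and adjusted p = 0.26 with an estimated correlation), such as the proteasome subunit *Psmb9*, from 40.5 ± 5.89 to 15.7 ± 1.28, and the peptide transporter *Tap1*, from 46.1 ± 7.66 to 24.6 ± 0.723. Over the list alone 10 genes fell and 1 rose in limma. Endothelial markers fell in the same libraries, with a median of −0.61. Interferon response genes did not pass as a list (1 rose and 3 fell of 16, median −0.27, adjusted p = 0.23 by camera), and MHC class II genes rose in 7 of 8 (median 1.21, adjusted p = 0.0012 by camera, and adjusted p = 0.33 with an estimated correlation), beside macrophage (median 1.38), leukocyte (1.91) and B cell markers (1.34). In homeostasis 10 of 11 class I genes (median 0.74) and 10 of 16 interferon response genes (median 0.70; 11 over the list alone) were higher in *Bmi1*-CPC (adjusted p = 3.2e-05 and 4.1e-04 by camera, and adjusted p = 0.17 and 0.32 with an estimated correlation).

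Capillary markers fell after AMI in 9 of 10 genes, with a median of −1.03 (adjusted p = 7.9e-05 by camera, and adjusted p = 0.24 with an estimated correlation). The water channel *Aqp1*, which is on the endothelial list, fell from 632 ± 38.5 to 186 ± 41.7. Resting fibroblast markers rose in 8 and fell in 4 of 16 genes (median 0.35, adjusted p = 0.041 by camera, and adjusted p = 0.64 with an estimated correlation), a call that ended without homeostasis replicate 3 (0.14) and without AMI replicate 1 or 3 (0.091 and 0.055; range 0.010 to 0.14 at the preset correlation). Notch genes rose in 4 and fell in 11 of 31 (median −0.22, adjusted p = 0.088 by camera), with *Jag2* at −1.68 and *Notch1* at −1.24. Pericyte and smooth muscle markers (2 rose and 7 fell of 16, median −0.31), SRF targets (3 and 3 of 15, median −0.21), cardiac transcription factors (4 and 4 of 17, median −0.07), lymphatic markers (1 and 1 of 7, median −0.41) and basement membrane genes (1 and 4 of 14, median −0.07) did not pass (adjusted p = 0.21, 0.66, 0.84, 0.68 and 0.21 by camera).

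Oxidative phosphorylation (4 rose and 5 fell of 20, median −0.07), glycolysis (4 and 4 of 16, median 0.04), immediate early genes (2 and 5 of 17, median −0.49; 2 and 7 over the list alone), epicardial markers (3 and 1 of 4, median 1.01) and Schwann cell markers (0 of 6 by limma, 3 at an unadjusted p under 0.05, median −0.07) did not pass after AMI (adjusted p = 0.80, 0.70, 0.21, 0.23 and 0.80 by camera). Lists with fewer than 4 tested genes had no list test: of 3 dendritic cell markers 1 fell, of 3 erythroid markers 2 fell, of 2 platelet markers *Pf4* rose from 3.47 ± 1.15 to 8.75 ± 0.745, the adipocyte gene *Plin4* fell (log2 fold change −0.73) and the T cell gene *Cd247* did not pass. It had a log2 fold change of −0.63 and an adjusted p of 0.069 from limma, so that 0 genes of its list passed limma over all genes, 1 fell over the list alone, and 1 had an unadjusted p under 0.05. The sort gene *Ly6a* fell to 577 ± 128 (log2 fold change −0.51, adjusted p = 0.011 from limma), a call that ended with library totals (0.13 in edgeR; range 0.0021 to 0.13). *Ptprc* rose to 93.4 ± 38.4 (log2 fold change 2.30), and *Kit*, at 47.7 ± 7.19, did not pass (−0.34, adjusted p = 0.060 from limma) but did with upper-quartile scaling (0.047) and without homeostasis replicate 4 (0.042; range 0.042 to 0.30).

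In homeostasis, collagens were lower in 14 and higher in 1 of 19 genes (14 and 2 over the list alone) and matrix glycoproteins lower in 19 of 25, with medians of −1.66 and −1.41 (adjusted p = 8.8e-08 and 1.4e-08 by camera, and adjusted p = 0.17 for each with an estimated correlation). All 16 fibroblast markers were lower beside them (median −2.03), and *Col1a1*, *Col1a2* and *Col3a1* are on both the fibroblast and the collagen list. Cell movement genes were higher in 14 and lower in 5 of 31 (15 and 6 over the list alone, median 0.34, adjusted p = 0.013 by camera, and adjusted p = 0.14 with an estimated correlation). Leukocyte and macrophage markers were higher in the same libraries (medians 2.38 and 3.18), and *Itgb2* and *Rac2* are on both the movement and the leukocyte list. Oxidative phosphorylation genes were higher in 2 of 20 (0 over the list alone, median 0.27, adjusted p = 0.0075 by camera, and adjusted p = 0.30 with an estimated correlation), a call that ended with library totals (0.10, range 0.0033 to 0.10 at the preset correlation). Chemokines (8 higher and 7 lower of 17, median 0.29), cytokines (3 and 5 of 10, median −0.62), basement membrane genes (4 and 7 of 14, median −0.43), activated fibroblast markers (1 and 5 of 13, median −0.41), glycolysis (3 and 2 of 16, median 0.14) and Schwann cell markers (1 and 1 of 6, median 0.13) did not pass (adjusted p = 0.61, 0.33, 0.13, 0.11, 0.28 and 0.91 by camera). Immediate early genes, of which 2 were higher and 3 lower of 17 (median −0.37, adjusted p = 0.13 by camera), passed with the replicate block (0.033) and without *Bmi1*-CPC replicate 2 or *Sca-1*-YFP- replicate 1 (0.0011 and 0.026; range 0.0011 to 0.41 at the preset correlation, and adjusted p = 0.71 with an estimated correlation). Complex 1 of Polycomb had a median of −0.09 and a mean of 0.02 and, with 0.26 as median for complex 2 and 0.27 for the kinase inhibitors, no list call. Of small lists, all 3 erythroid markers (*Hba-a1* at 20.7 ± 2.86 against 3.48 ± 1.83), all 3 dendritic cell and both platelet markers were higher, 1 of 3 epicardial markers was higher and 2 lower, 1 of 3 monocyte markers (*Vcan*) was lower, and *Plin4* and *Cd247* did not pass (adjusted p = 0.28 and 0.23 from limma).

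Both studies use the same homeostatic *Bmi1*-CPC libraries, which by itself ties their changes together in opposite directions. Over 12413 genes the log2 fold changes of both studies correlated at −0.26, where 100 simulations without any effect and without pairing gave −0.50 on average (−0.55 to −0.42) and 100 with the homeostatic pools paired −0.44 (−0.50 to −0.39), and at −0.25 to −0.10 (mean −0.19) when the homeostatic libraries were divided between the studies in 6 ways. Their covariance was −0.128 against −0.0240 in the simulations without pairing and −0.0183 with it, differences of −0.104 and −0.109, and −0.124 to −0.0577 with the libraries divided. Of the genes higher in *Bmi1*-CPC than in *Sca-1*-YFP- cells, 969 fell after AMI (463 if independent) and 276 rose (438 if independent). Of those lower, 861 rose (455 if independent) and 227 fell (480 if independent). With the libraries divided, and so fewer libraries in each comparison, these 4 counts were 607 to 732, 170 to 268, 578 to 734 and 100 to 327, which are not to be set against the values for independent lists.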
